# Prenatal Arsenic Exposure Alters Gene Expression in the Adult Liver to a Proinflammatory State Contributing to Accelerated Atherosclerosis

**DOI:** 10.1371/journal.pone.0038713

**Published:** 2012-06-15

**Authors:** J. Christopher States, Amar V. Singh, Thomas B. Knudsen, Eric C. Rouchka, Ntube O. Ngalame, Gavin E. Arteel, Yulan Piao, Minoru S. H. Ko

## Abstract

The mechanisms by which environmental toxicants alter developmental processes predisposing individuals to adult onset chronic disease are not well-understood. Transplacental arsenic exposure promotes atherogenesis in apolipoprotein E-knockout (ApoE^−/−^) mice. Because the liver plays a central role in atherosclerosis, diabetes and metabolic syndrome, we hypothesized that accelerated atherosclerosis may be linked to altered hepatic development. This hypothesis was tested in ApoE^−/−^ mice exposed to 49 ppm arsenic *in utero* from gestational day (GD) 8 to term. GD18 hepatic arsenic was 1.2 µg/g in dams and 350 ng/g in fetuses. The hepatic transcriptome was evaluated by microarray analysis to assess mRNA and microRNA abundance in control and exposed pups at postnatal day (PND) 1 and PND70. Arsenic exposure altered postnatal developmental trajectory of mRNA and microRNA profiles. We identified an arsenic exposure related 51-gene signature at PND1 and PND70 with several hubs of interaction (*Hspa8*, *IgM* and *Hnf4a)*. Gene ontology (GO) annotation analyses indicated that pathways for gluconeogenesis and glycolysis were suppressed in exposed pups at PND1, and pathways for protein export, ribosome, antigen processing and presentation, and complement and coagulation cascades were induced by PND70. Promoter analysis of differentially-expressed transcripts identified enriched transcription factor binding sites and clustering to common regulatory sites. SREBP1 binding sites were identified in about 16% of PND70 differentially-expressed genes. Western blot analysis confirmed changes in the liver at PND70 that included increases of heat shock protein 70 (Hspa8) and active SREBP1. Plasma AST and ALT levels were increased at PND70. These results suggest that transplacental arsenic exposure alters developmental programming in fetal liver, leading to an enduring stress and proinflammatory response postnatally that may contribute to early onset of atherosclerosis. Genes containing SREBP1 binding sites also suggest pathways for diabetes mellitus and rheumatoid arthritis, both diseases that contribute to increased cardiovascular disease in humans.

## Introduction

Environmental exposures during embryonic/fetal development have been shown to disturb the embryonic/fetal developmental program [1]. Some exposures cause severe disturbance of the program and result in gross structural anomalies. Others may have more subtle effects and may contribute to increased susceptibility to chronic adult diseases including cancer, diabetes and cardiovascular disease (CVD). The mechanism(s) underlying the effects of more modest environmental exposures on outcomes decades later are not understood.

The major cause of death in the U.S. is CVD. Atherosclerosis underlies most CVD which most often culminates in myocardial infarctions, strokes and renal disease. Inorganic arsenic (As) is a worldwide natural drinking water contaminant [2], [3] affecting over 140 million people in over 70 countries and is a high priority hazardous substance in the United States. Drinking water arsenic in third world countries is often above 100 µg/L and can be over 1 mg/L as in parts of West Bengal [4]. These high level exposures also occur in unregulated private well water in rural areas of the United States. In humans, arsenic exposure causes cancer, diabetes and atherosclerosis [2], [3], [5]–[7]. Arsenic can be teratogenic in rodents [8]. Epidemiological studies indicate that chronic arsenic ingestion causes CVD in humans (reviewed in [7]). A recent study showed that even very low arsenic exposure is associated with elevated CVD in Spain [9]. A West Bengali population with arsenic exposure had high rates of non-cirrhotic portal hypertension [10] which is consistent with recent findings of loss of hepatic sinusoidal fenestrae in arsenic exposed mice [11]. A recent longitudinal study found that the leading cause of death in arsenic exposed region of Bangladesh was CVD [12]. The incidence of CVD is increased in the U.S. when the drinking water As concentration exceeds 5 ppb [5], [6], [13], [14]. Thus, widespread exposure to arsenic in drinking water in the U.S. likely contributes to atherogenesis and death from CVD. Early life, particularly fetal, arsenic exposure contributes to development of CVD in adult life. Deaths from myocardial infarction caused by advanced arteriosclerosis of infants whose mothers consumed water with very high levels of arsenic clearly indicate that transplacental arsenic exposure is a risk factor for arterial disease in humans [15], [16]. Thus, it is clear that arsenic exposure contributes to CVD in adulthood, but the mechanism of arsenic-induced arterial disease is not known.

The interaction of *in utero* arsenic exposure with disease predisposition is not well understood. A transplacental arsenic exposure model of cancer induction in mice has been characterized and showed decreased latency and increased multiplicity of tumors in cancer prone C3H mice [17]. Whole life exposures (beginning preconception) induce tumors in CD1 mice which have a very low cancer background [18]. The studies to date in this model indicate that arsenic exposure alters gene expression in target tissues [19] and increases the stem cell population [20]. We developed an analogous model for *in utero* arsenic exposure induction of CVD. Our studies demonstrated that atherosclerosis in Apolipoprotein E-knockout (ApoE^−/−^) mice is both accelerated and exacerbated by transplacental arsenic exposure from gestational day 8 to birth [21]. *In utero* arsenic exposure reduced the time to detectable atherosclerotic disease to 10 weeks of age. Thus, the disease outcome of *in utero* arsenic exposure appears to be dependent upon the genetic predisposition to disease [22].

The liver plays a central role in the interlinked diseases diabetes mellitus, metabolic syndrome and atherosclerosis. Atherosclerotic changes in arsenic exposed ApoE-knockout mice are associated with decreases in plasma triglycerides [21]–[23]. The liver is the principal site of plasma triglyceride synthesis. Arsenic is a well known hepatotoxicant and causes fatty liver disease that can progress to cirrhosis. Arsenic exposure-induced liver disease is one example of environmental exposures leading to what has been termed toxicant associated steatohepatitis (TASH) [24]. Fatty liver disease is an independent risk factor for CVD (reviewed in [25], [26]). Thus, we reasoned that arsenic-induced liver disease is a likely cause of the accelerated atherogenesis we observe in ApoE^−/−^ mice. Furthermore, we hypothesized that transplacental arsenic exposure impacted liver development and that *in utero* arsenic exposure serves as the first hit in a two-hit model of liver injury that ultimately contributes to accelerated atherogenesis in arsenic exposed mice.

Hence, we sought to determine whether changes in gene expression could be detected that would correspond to altered development in livers of arsenic exposed mice. We show that changes in developmental trajectory are reflected in alterations in mRNA and microRNA expression patterns. These transplacental arsenic exposure induced liver gene expression changes also are linked to systemic inflammatory diseases associated with increased CVD in humans. Predictions from the transcriptomics data and their analyses are substantiated by biochemical and biological data suggesting long lasting stress response and subtle liver injury contributing to a pro-inflammatory state in the livers of exposed mice.

## Results

### Arsenic Exposure Model is Relevant to Human Populations with High Arsenic Exposure

Phenotypic anchoring of the arsenic exposure model is important for relevance to human exposures. Drinking water arsenic exposures in West Bengal and other third world countries can be as high as 1 ppm (or even higher). The mean adult liver arsenic content in a sample of the arsenic exposed Bengali population was reported to be ∼1.5 mg/kg [10]. We measured arsenic levels in livers from exposed and unexposed pregnant dams and their fetuses at GD18. As shown in Figure 1, maternal arsenic exposure increased arsenic content in liver ∼55-fold to ∼1.2 µg/g wet weight, similar to that reported in the Bengali sample, and in the fetuses ∼26-fold to ∼350 ng/g. Thus, our animal model displays a key tissue phenotype that is consistent with human populations with high arsenic exposures. In addition, these results indicate that arsenic absorbed by the mother was crossing the placenta and getting to the fetal livers.

**Figure 1:**
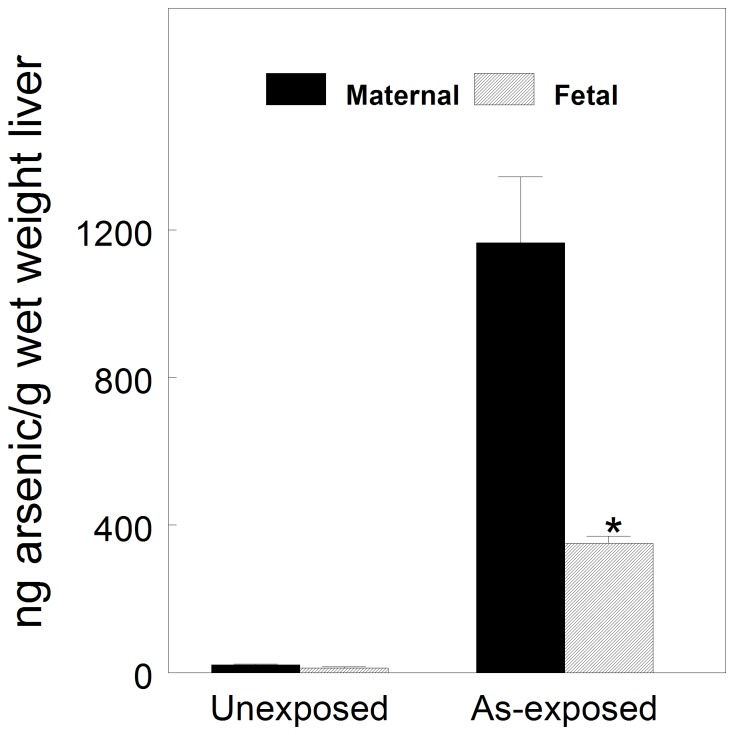
Determination of As levels in livers of pregnant dams and GD18 fetuses after 10 days exposure to 49 ppm As (as NaAsO2) in drinking water. Means±SD. P<0.01.

### mRNA and microRNA Expression Analyses

The expression of most genes in a pathway changes little when a pathway is induced because only a few are actually rate limiting. However, in order to identify an affected pathway in biological function analyses, one must have a sufficient number of genes differentially expressed to detect an enriched pathway. In addition, we were analyzing total liver RNA and liver is composed of multiple cell types, each making their contribution to the total RNA pool. Our plan included confirmation of conclusions from genomics analyses with biochemical or biological assays post-hoc. Hence, we sought to identify all genes with changed expression and set the criteria accordingly. 

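Liver mRNA was measured in 12 ApoE-knockout mice, which lack the apolipoprotein that clears lipoprotein remnants from plasma. There were 3 mice in each of 4 groups, PND1 control, PND1 arsenic, PND70 control and PND70 arsenic, and the exposed dams drank water with 49 ppm arsenic from gestational day 8. Each array held 44290 spots of oligonucleotides, of which 42034 were not controls, and the probes were 60 nucleotides long. RNA from one liver was labelled with Cy3 and hybridized together with a mouse reference RNA labelled with Cy5, with the dyes the same way round on every array. The authors deposited the scanner intensity of each spot in both dyes, the local background and a log10 ratio computed by the scanner software, with no normalization between arrays. The median Cy3 signal over background of the liver RNA ranged from 109 to 155 scanner units on the PND1 control arrays (median 133) and from 138 to 177 on the PND1 arsenic arrays (median 158). It ranged from 146 to 193 on the PND70 control arrays (median 176) and from 133 to 138 on the PND70 arsenic arrays (median 138). The reference channel was brighter, from 257 to 377 at PND1 and from 371 to 502 at PND70, although the same RNA was used throughout. Between 90.6% and 96.4% of the probes on an array had a Cy3 signal above the 95th percentile of the negative control spots. The number of arrays, 3 per group, limits the precision of every comparison.

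**Figure D1:**
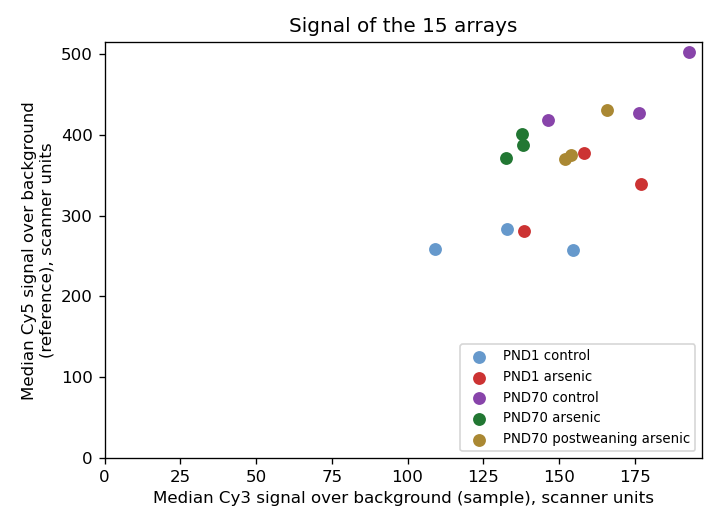
Median signal over local background of each array, Cy3 (liver RNA) on the horizontal axis and Cy5 (reference RNA) on the vertical axis, both in scanner units. Each point is one array, and the 3 arrays from mice given arsenic after weaning are plotted with the 12 arrays of the 4 prenatal groups. The PND1 points lie between 257 and 377 on the Cy5 axis and the PND70 points between 371 and 502.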

Total RNAs were prepared from liver samples from pups prenatally exposed to arsenic and evaluated on day of birth (PND1) and 10-weeks of age (PND70) (n = 3 for each group). The experimental design and workflow for the RNA analyses is shown in Figure 2. 

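Quantile normalization, the log2 ratio and the loess step follow the order that the methods give, while the mean-centring named there was not applied as a step of its own, and a background correction that the methods do not name was added. The local background was removed from each spot by the normexp method with an offset of 50, each channel was quantile normalized across the 12 arrays, the ratio of liver RNA over reference was transformed to log2, and a loess curve was fitted within each array. Control spots were dropped, spots that the scanner software marked as outliers were set missing, and spots of one probe were averaged, which left 42006 probes. A linear model with one mean per group was fitted to each probe in limma, so that the 4 groups shared one estimate of the spread. The threshold was the methods' p of 0.01, taken as unadjusted because the methods name no adjustment. The statistical software of the study was not used here, and limma moderates each probe's variance where the methods' two-way model does not. The files pair each probe with its sequence and an identifier but not with a gene, so that all counts are counts of probes.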

RNAs were prepared and analyzed by microarrays as described in methods. 

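At PND1, 1066 of 42006 probes differed between arsenic-exposed and control livers at the unadjusted threshold of 0.01 (limma, 3 mice per group), of which 637 were higher and 429 lower in exposed mice. At PND70, 1370 probes differed, 1129 higher and 241 lower. With no effect on any probe, 420 probes would pass this threshold in each comparison. After Benjamini-Hochberg adjustment at 0.05, limma called 1 probe at PND1 and 0 at PND70, where 4283 probes had an unadjusted p below 0.05. The methods' two-way model with unmoderated variances gave 3 adjusted calls at PND1 and 0 at PND70. The changes were small, with a median absolute log2 difference of 0.37 among the called probes at PND1 and 0.35 at PND70, and 31 and 14 of them changed by at least 1 on the log2 scale. The values of the 3 exposed and the 3 control mice did not overlap for 11.8% of probes at PND1 and for 19.8% at PND70. The average by chance is 10%. Probes are not independent, so counts with no effect can lie far from such averages. At each age, 2 of the 10 divisions of the 6 arrays gave at least as many called probes, the labelled one included. Apart from the threshold, the alternative that moved the PND70 count most was limma's weighting of arrays by their quality, which raised it to 7074 and left the PND1 count at 1088. With all arrays kept and the same threshold, the PND1 count moved most when only the compared groups were fitted, to 397. Single arrays also decided the counts. Without PND1 arsenic replicate 1 the PND1 count was 2939 (1397 after adjustment), and without PND70 control replicate 1 the PND70 count was 4191 (1982 after adjustment), with 42.9% of the probes higher in place of 82.4%. The direction at PND70 also changed with the scaling, since 18.6% of the called probes were higher when the liver channel was used without the reference. That setting also replaced the background, quantile and loess steps by the scanner software's processed signal, so the reference was not the only difference.

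**Figure D2:**
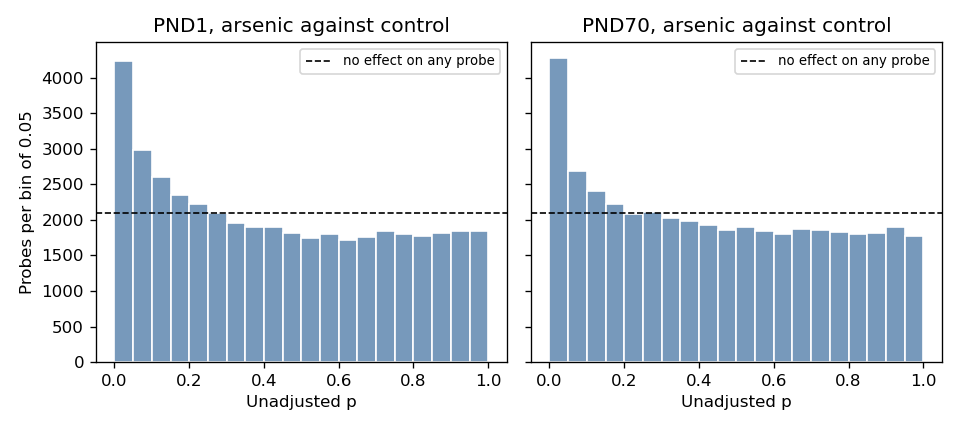
Number of probes in each bin of 0.05 of the unadjusted p from limma, for arsenic against control at PND1 (left) and PND70 (right). The dashed line is the number of probes per bin, 2100, with no effect on any probe. The first bin holds 4241 probes at PND1 and 4283 at PND70.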

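The probes named here have the smallest p in each direction at each age among probes whose values do not overlap between exposed and control mice. At PND1, Z00063258-1 (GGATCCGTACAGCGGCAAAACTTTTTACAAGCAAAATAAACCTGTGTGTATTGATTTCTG) was lower in exposed mice, with a log2 ratio to the reference of 1.60 ± 0.04 (SD, n = 3) in control and 0.87 ± 0.09 (SD, n = 3) in exposed livers. Its log2 difference was -0.73 (standard error 0.06, limma adjusted p = 0.00324). Among the probes higher at PND1, Z00023335-1 (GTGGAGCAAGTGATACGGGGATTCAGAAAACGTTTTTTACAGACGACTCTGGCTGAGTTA) rose by 0.39 (standard error 0.05) with an adjusted p of 0.126 from limma, and it lost the unadjusted threshold when the liver channel was used alone. At PND70, Z00011620-1 (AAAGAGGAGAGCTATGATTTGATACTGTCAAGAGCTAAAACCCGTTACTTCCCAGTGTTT) was higher by 0.66 (standard error 0.08, limma adjusted p = 0.119). Z00022887-1 (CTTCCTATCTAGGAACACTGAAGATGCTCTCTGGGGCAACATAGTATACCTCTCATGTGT) was lower, with a difference of -1.05 (standard error 0.16, limma adjusted p = 0.130). The last 3 probes did not pass the adjustment in this fit, but each passed it under some alternative, and Z00063258-1 lost it under others. Over the alternatives the adjusted p ranged from 0.000856 to 0.253 for Z00063258-1, from 0.00955 to 0.630 for Z00023335-1 (0.0223 under the methods' two-way model with unmoderated variances), from 0.0141 to 0.576 for Z00011620-1 (0.0469 with no background subtraction) and from 0.0176 to 0.674 for Z00022887-1.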

We identified a total 848 probes mapping to 797 individual genes with expression changed by in utero arsenic exposure at PND1 and 763 probes mapping to 712 individual genes at PND70 (p<0.01, any change; Figure 3A).

**Figure 2:**
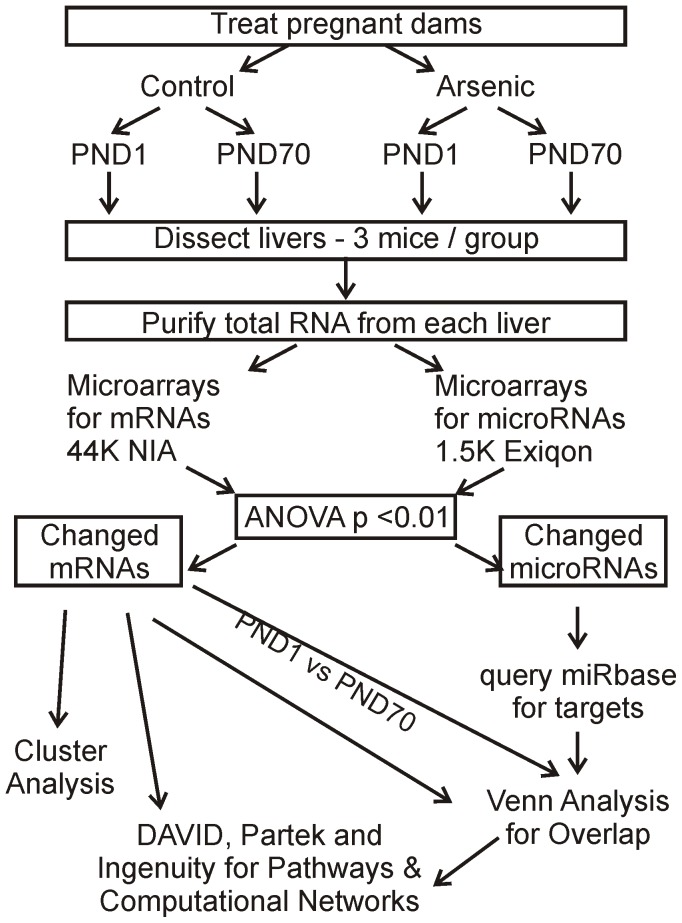
Diagram of experimental design and analytical flow for mRNA and miRNA data.

**Figure 3:**
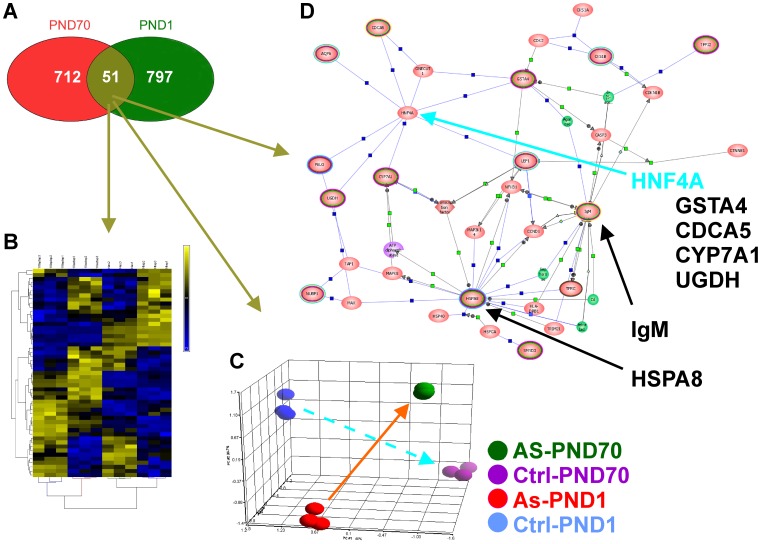
Identification and analyses of 51 genes differentially expressed at both PND1 and PND70. A. Intersection of genes differentially expressed at PND1 and PND70. B. Hierarchical clustering of 51 genes differentially expressed at both PND 1 and PND70. C. Principal component analysis of 51 genes differentially expressed at both PND 1 and PND70. (Arrows added for clarity) D. Pathway Architect analysis of 51 genes differentially expressed at both PND 1 and PND70.

### Arsenic Exposure Differential Gene Expression Signature

We next sought to identify a postnatal signature modified by prenatal arsenic exposure. 

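At the unadjusted threshold, 53 probes were called at both PND1 and PND70. Lists of these lengths drawn independently from the 42006 probes would share 34.8, a ratio of 1.52. When exposure was reassigned within each age, 52 of 100 assignments, the real one included, reached this ratio. The median ratio of the other assignments was 1.58. No probe passed an adjusted p of 0.05 at both ages in limma. Across all probes, the log2 differences at PND1 and PND70 were nearly unrelated (Pearson r = -0.017, Spearman rho = 0.028, across probes, which are not independent replicates). The count was 78 under the methods' two-way model with unmoderated variances. The ratio to the expected number lay between 0.835, with array weights, and 2.82, under that two-way model. The count fell to 31 when the channels were not quantile normalized, and ranged from 20 to 274 with each array left out in turn, the highest without PND1 arsenic replicate 1 and the lowest without PND70 control replicate 3 or PND70 arsenic replicate 2.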

Comparative analysis of differentially-expressed mRNAs at PND1 and PND70 revealed a 51 gene signature with significantly altered expression at both life stages (Figure 3A). Unsupervised cluster analysis further classified these genes into four major groups. 

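Average-linkage clustering of the 53 probes on the correlation of their log2 ratios, divided into 4 groups, gave clusters of 31, 18, 3 and 1 probes. In the cluster of 31 probes, 5 were higher in exposed mice at PND1 and 28 at PND70. In the cluster of 18 probes, 15 were higher at PND1 and 18 at PND70. The 3 probes of the next cluster were higher at PND1 and lower at PND70, and the single remaining probe was lower at both ages. Clustering the 12 arrays on the same probes placed the 3 arrays of each group together, on probes that had been selected for differences between these groups.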

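Of the 53 probes called at both ages, 18 were higher in exposed mice at PND1 and PND70 and 2 were lower at both. Another 28 were lower at PND1 and higher at PND70, and 5 were higher at PND1 and lower at PND70. Independent lists of these lengths and directions would share 19.6 probes that moved the same way, against the 20 here. They would share 15.2 that moved in opposite ways, against the 33 here. The lists need not be independent, since both ages share one estimate of the spread. The split by direction was not tested under reassigned exposure. Without PND1 arsenic replicate 1, 176 of the 274 shared probes moved the same way. The balance also changed with the scaling. When the channels were not quantile normalized, 17 moved the same way and 14 in opposite ways, and with no background subtraction 31 and 29. With the liver channel alone it was 1 and 45. Under the other alternatives with shared probes, more moved in opposite ways. The absolute log2 differences of the 53 probes ranged from 0.18 to 0.92 at PND1 and from 0.17 to 0.66 at PND70.

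**Figure D3:**
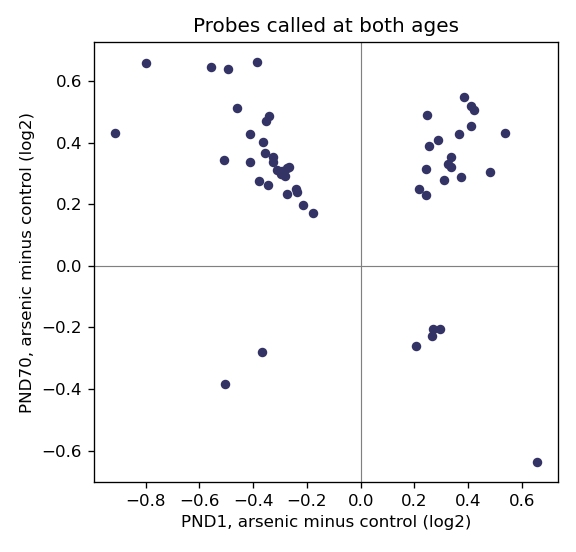
Log2 difference between exposed and control livers at PND1 (horizontal axis) and at PND70 (vertical axis), each the difference of the means of 3 mice. Each point is one of the 53 probes called at both ages, and 28 of them lie in the upper left quadrant.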

Some genes had increased expression at both time points, some were decreased at both time points, some were up at one and down at the other time point (Figure 3B).

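In a principal component analysis of the log2 ratios of the 53 probes over the 12 arrays, the first component held 83.4% of the variance, and the 2 ages accounted for 99.5% of its variation between arrays. Its mean score was -3.85 ± 0.24 (SD, n = 3) in PND1 control and -3.27 ± 0.11 in PND1 arsenic livers, against 3.71 ± 0.13 in PND70 control and 3.41 ± 0.04 in PND70 arsenic livers. The share was 74.4% without PND1 arsenic replicate 1 and 90.6% without PND70 control replicate 2, the lowest and highest with one array left out. In control mice, 18488 of 42006 probes differed between the ages at the unadjusted threshold, 8736 higher and 9752 lower at PND70, and 21381 passed an adjusted p of 0.05 in limma. The images of all arrays of one age were extracted on another day than those of the other age. In the reference channel, where all arrays carried the same RNA, 336 probes differed by at least 1 on the log2 scale between the ages, against 4269 in the ratio. The median absolute difference over all probes was 0.24 in the reference channel and 0.25 in the ratio. Since each age had its own day, the design cannot separate day from age for differences of any size. The reference channel gives only a comparison of sizes, because a day effect on Cy3 alone would not appear in it.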

Principal component analysis of the 51-gene signature set showed the major explained variance was due to life stage. This was followed by treatment (Figure 3C). However, the postnatal developmental trajectories were markedly different in arsenic exposed and unexposed animals. This implies a shift in fetal programming due directly or indirectly to the maternal arsenic intake.

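The second component of the 53 probes held 8.88% of the variance. Its mean score was 1.03 ± 0.25 (SD, n = 3) in PND1 control and -1.18 ± 0.40 in PND1 arsenic livers, and -1.05 ± 0.43 in PND70 control and 1.20 ± 0.44 in PND70 arsenic livers, so that it separated exposed from control mice in opposite directions at the 2 ages. The third component, with 5.21% of the variance, separated them in the same direction, and exposure accounted for 89.3% of its variation between arrays. Its mean score was -0.82 in PND1 control, 0.85 in PND1 arsenic, -0.87 in PND70 control and 0.83 in PND70 arsenic livers. The probes entered were chosen for differences between exposed and control mice on the same arrays.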

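The change from PND1 to PND70 was compared between exposed and unexposed mice through the interaction of exposure and age. Over the 53 probes, the log2 change with age in control mice and that in exposed mice correlated with r = 0.853 across probes (rho = 0.745), and 37 of the 53 changed in the same direction. The interaction passed the unadjusted threshold for 33 of these probes, which had been selected on the differences that enter it, and an adjusted p of 0.05 in limma for 1. Over all 42006 probes it passed the unadjusted threshold for 1177, where 420 would pass on average by chance. Of these, 841 changed more towards higher expression in exposed mice. When exposure was reassigned to the arrays within each age, 12 of 100 assignments, the real one included, gave as many. With the labelled groups, 2 probes remained after adjustment. For Z00011620-1 the interaction was 1.05 on the log2 scale (standard error 0.11, limma adjusted p = 0.0390), and for Z00063258-1 it was 0.75 (standard error 0.08, limma adjusted p = 0.0417). Neither passed the adjustment when the replicate number entered the model as a block, or under the methods' two-way model with unmoderated variances. No probe passed it with no background subtraction or with the liver channel alone either, while other alternatives gave up to 448. From the trajectories of its signature, the paper proposes that fetal programming was shifted, directly or indirectly, by the mother's arsenic intake.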

Analysis with Pathway Architect (Figure 3D) identified three major hubs in the interactome of the 51 gene signature (Table 1): HspA8, IgM and HNF4A. Hspa8 is heat shock 70 kDa protein 8, a cognate heat shock protein, and its mRNA was induced at both PND1 and PND70. In contrast, IgM, the immunoglobulin light chain variable region, is suppressed at both PND1 and PND70. HNF4A is a hub, but its mRNA was unchanged. However, HNF4A is known to regulate LEF1, GSTA4, CDCA5, CYP7A1 and UGDH which were induced or suppressed by prenatal arsenic exposure (Table 1).

**Table 1:** Network analysis of 51 gene signature.

Gene	Description	Change in expression	
		PND1 As	PND70 As
Hspa8	Cognate HSP70	Up	Up
Igm	Immunoglobulin light chain variable region	Down	Down
Hnfa	controls liver expression of several genes including the following:	NC	NC
Lef1	lymphoid enhancer-binding factor 1	Up	Down
Aqp1	water channel	Up	Down
Gsta4	glutathione S-transferase A4	Down	Up
Cdca5	regulator of sister chromatid cohesion	Down	Up
Cyp7a1	rate limiting step and the major site of regulation of bile acid synthesis	Down	Up
Ugdh	biosynthesis of glycosaminoglycans	Down	Up

NC = not changed.

### Differential Gene Expression Analyses Suggest Activation of Inflammatory Pathways

Interactome analyses of the entire sets of differentially expressed mRNAs at PND1 (Figure 4A) and PND70 (Figure 4B) revealed the HNF4A hub, along with elevation of a variety of inflammatory cytokines. HNF4A also is a major hub in the interactome of mRNAs suppressed at PND70 (Figure S1). The network linkages to HNF4A in the PND70 interactome are genes not traditionally associated with inflammation. HspA8 (HSC70) and HspA1B (HSP70) were major hubs in the PND70 interactome. Thus, the 51-gene signature identified major hubs present in the individual interactomes at each age. Tnf, a multifunctional proinflammatory cytokine secreted mainly by macrophages, was a major hub in both the PND1 and PND70 total interactomes (Figure 4). Tnf was unchanged in PND1 but induced in PND70 livers, and was a major hub in the interactome of genes induced in livers of arsenic exposed PND70 mice with links to several induced inflammatory cytokines (Figure S2). These results are consistent with a pro-inflammatory state at PND70.

**Figure 4:**
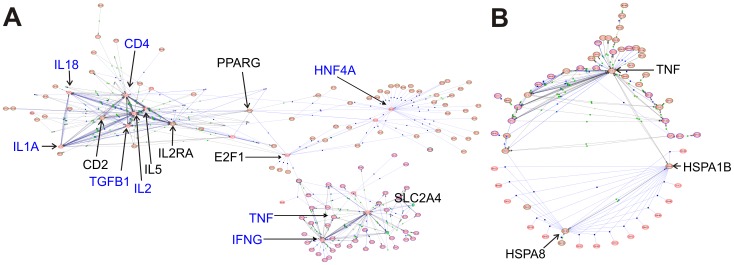
Interactome maps of differentially expressed mRNAs in livers of arsenic-exposed mice. A. PND1; B. PND70. Major hubs are annotated.

MicroRNAs (miRNAs) are believed to play a role in developmental buffering and pathway regulation. We thus profiled the miRNA transcriptome to determine if developmental alterations would be reflected in the liver at PND1 and PND70. We identified 31 annotated microRNAs differentially expressed at either time point by arsenic exposure. The mRNA targets of these microRNAs were queried from the Sanger miRbase database. Three miRNAs were induced and eight were suppressed in livers of arsenic exposed PND1 mice (Table 2). Scanning the miRBase with three induced miRNAs resulted in 2413 non-redundant targets (2813 redundant targets) whereas scanning with the eight suppressed microRNAs resulted in 4994 non-redundant targets (6780 non-redundant). There were 1038 common probes between targets of three induced and eight suppressed PND1 microRNAs. Five microRNAs were induced and 15 were suppressed (Table 2) in livers of arsenic exposed PND70 mice. Scanning miRBase for target mRNAs with the five induced microRNAs resulted in 2669 non-redundant targets (3579 redundant targets) whereas 15 suppressed microRNAs had 8246 non-redundant targets (13142 non-redundant). There were 1856 common probes between targets of five induced and 15 suppressed PND70 microRNAs. There was no uniform correlation in differential expression between the targets for these microRNAs and differentially expressed mRNAs. We did see both induction and suppression of the target mRNA transcripts.

**Table 2:** microRNAs differentially expressed at PND1 and PND70.

microRNAs inducedat PND1	microRNAs inducedat PND70
mmu-miR-361	mmu-miR-211
mmu-miR-148a	mmu-miR-291a-5p-291b-5p
mmu-miR-467a	mmu-miR-294
	mmu-miR-302
	mmu-miR-464
**microRNAs suppressed** **at PND1**	**microRNAs suppressed** **at PND70**
mmu-miR-188	mmu-miR-1
mmu-miR-211	mmu-miR-10a
mmu-miR-222	mmu-miR-15b
mmu-miR-497	mmu-miR-124a
mmu-miR-592	mmu-miR-130a
mmu-miR-679	mmu-miR-149
mmu-miR-719	mmu-miR-184
mmu-let-7d	mmu-miR-193
	mmu-miR-218
	mmu-miR-337
	mmu-miR-376a
	mmu-miR-412
	mmu-miR-467b
	mmu-miR-681
	mmu-miR-715

Developmental miRNA expression does not necessarily have an inverse correlation with target gene expression. Both coherent and non-coherent expression is found in developmental systems [27], [28]. Hence it was not surprising that we did not find an inverse correlation between mRNAs identified by the intersection of the differentially expressed mRNAs and the target mRNAs of the differentially expressed microRNAs. GO annotation analysis of the differentially-expressed miRNA targeted mRNAs were analyzed by DAVID to identify which pathways were represented among the set. The results indicate that fundamental metabolic processes (glycolysis/gluconeogenesis) were decreased in livers of arsenic-exposed PND1 mice, and that protein metabolism (protein export, ribosome) and inflammatory processes (complement, antigen processing, coagulation) were increased in livers of arsenic-exposed PND70 mice (Table 3). These pathways also are represented in the GO analyses of total mRNAs induced or suppressed at PND1 or PND70 (Tables S1, S2, S3, S4).

**Table 3:** Gene ontology of differentially expressed microRNA target mRNAs.

Down by Arsenic PND1 (p<0.05)			
Category	Term	Count	Pvalue
KEGG_PATHWAY	MMU00010:Glycolysis/Gluconeogenesis	6	0.005
**Up by Arsenic PND70 (p<­0.05)**			
**Category**	**Term**	**Count**	**Pvalue**
KEGG_PATHWAY	MMU03060:Protein Export	4	6.76E-04
KEGG_PATHWAY	MMU03010:Ribosome	6	0.022
BIOCARTA	M_lectinPathway:Lectin Induced Complement Pathway	3	0.016
KEGG_PATHWAY	MMU04612:Antigen Processing and Presentation	6	0.019
BIOCARTA	M_classicalPathway:Classical Complement Pathway	3	0.028
KEGG_PATHWAY	MMU04610:Complement and Coagulation Cascades	5	0.033
BIOCARTA	m_compPathway:Complement Pathway	3	0.034

### Identification of Common Transcription Factors Potentially Regulating the Changes in Expression Profiles

We searched for potentially coordinately regulated sets of genes by performing transcription factor binding site (TFBS) analysis of the differentially expressed genes. The sequences of the regions 2 kb 5′ plus 200 bp 3′ to the transcription initiation site of each gene were collected from Genbank. These sequences were submitted to the Transfac database [29] to identify TFBS and then analyzed using Expander to identify TFBS enrichment (Tables S5, S6, S7, S8, S9, S10, S11, S12). A total of 760 unique Entrez gene IDs were differentially expressed mRNAs at PND1 and a total 18 TFBS were enriched in this gene set (P<0.05). Likewise, a total of 690 unique Entrez gene IDs were differentially expressed mRNAs at PND70, and a total 31 TFBS were enriched in this gene set (P<0.05). Among the enriched TFBS identified are several that are particularly pertinent to this discussion. These include the developmental regulatory factor homeobox C8 (HOX3A), stress response factors heat shock factor (HSF), nuclear factor of kappa light polypeptide gene enhancer in B-cells 1 (NFKB) and activator protein 1 (AP1), environmental agent response factors arylhydocarbon receptor (AHR) and hypoxia inducible factor (HIF1), cell cycle regulatory factor E2F transcription factor 1 (E2F1), the lipid metabolism regulator gene sterol regulatory element binding protein 1 (SREBP1), and chromatin remodeling factor p300 among others (Tables 4 and 5, and S5, S6, S7, S8, S9).

**Table 4:** Transcription factor binding sites enriched in gene promoters of differentially expressed mRNAs in PND70 mice.

TranscriptionFactor	Numberof Genes	P-Value	EnrichmentFactor
M00025[Elk-1]	97	2.46E-05	1.337
M00024[E2F]	42	6.46E-04	1.644
M00056[myogenin_/_NF-1]	56	0.001	1.371
M00341[GABP]	109	0.001	1.257
M00678[Tel-2]	59	0.002	1.389
M00652[Nrf-1]	130	0.003	1.191
M00801[CREB]	67	0.004	1.221
M00492[STAT1]	56	0.004	1.409
M00938[E2F-1]	134	0.004	1.223
M00803[E2F]	197	0.004	1.202
M00940[E2F-1]	62	0.005	1.401
M00449[Zic2]	56	0.007	1.341
M00807[EGR]	149	0.008	1.159
M00196[Sp1]	254	0.009	1.133
M00017[ATF]	96	0.01	1.276
M00531[NERF1a]	83	0.014	1.276
M00647[LXR]	77	0.014	1.319
M00373[Pax-4]	102	0.02	1.234
M01045[AP-2alphaA]	64	0.024	1.146
M00243[Egr-1]	121	0.024	1.189
M00430[E2F-1]	46	0.027	1.249
M00235[AhR:Arnt]	65	0.028	1.226
M00915[AP-2]	146	0.029	1.163
M00749[SREBP-1]	113	0.03	1.155
M00224[STAT1]	49	0.032	1.398
M01033[HNF4]	233	0.032	1.086
M00055[N-Myc]	87	0.034	1.249
M00237[AhR:Arnt]	76	0.036	1.196
M00033[p300]	53	0.038	1.26
M00695[ETF]	132	0.041	1.151
M00778[AhR]	82	0.049	1.219

A total of 690 unique entrez gene IDs are differentially expressed mRNAs at PND70. A total 31 transcription factors are enriched for this gene set.with a P-value <0.05.

**Table 5:** Transcription factor binding sites enriched in gene promoters of differentially expressed mRNAs that are targets of differentially expressed microRNAs in PND1 mice.

TranscriptionFactor	Numberof Genes	P-Value	EnrichmentFactor
M00649[MAZ]	28	0.003	1.72
M00490[Bach2]	17	0.004	2.2
M00731[Osf2]	13	0.006	2.304
M00467[Roaz]	12	0.007	1.779
M00976[AHRHIF]	27	0.009	1.556
M00172[AP-1]	15	0.009	1.826
M00395[HOXA3]	8	0.009	1.982
M00076[GATA-2]	13	0.021	2.012
M01033[HNF4]	47	0.022	1.176
M00678[Tel-2]	12	0.027	1.517
M00797[HIF-1]	28	0.031	1.547
M01109[SZF1-1]	14	0.031	1.59
M00652[Nrf-1]	28	0.036	1.377
M00205[GR]	11	0.04	1.743
M01045[AP-2alphaA]	18	0.042	1.731
M00484[Ncx]	12	0.042	1.859
M00378[Pax-4]	21	0.046	1.343

A total of 101 unique Entrez gene IDs are gene targets of induced or suppressed microRNAs and appear in the gene list of differentially expressed mRNAs at PND1. A total 17 transcription factors are enriched for this gene set with a P-value <0.05.

Table 5 lists the differentially-expressed genes at each life stage that also were targets of differentially-expressed miRNAs at that age and that contained the enriched TFBS present in their promoters. Assuming genes with shared multiple TFBS are coordinately regulated, we noted (Figure 5) the upper left of the PND70 map showing 7 genes (*Osgep, Armet, Cdca5, Cdkn2d, Kpnb1, Sec23b*) sharing 4 TFBS (E2F1, ETF, Ap2, NFY). In addition, 113 genes with altered expression at PND70 had binding site(s) for SREBP1 (Table 4). SREBP1 target genes were not, however, represented among the differentially-expressed miRNAs. The large fraction of the genes with altered expression, all with a common TFBS, thus suggests that SREBP1 is activated and perhaps coordinately regulates this network of genes.

**Figure 5:**
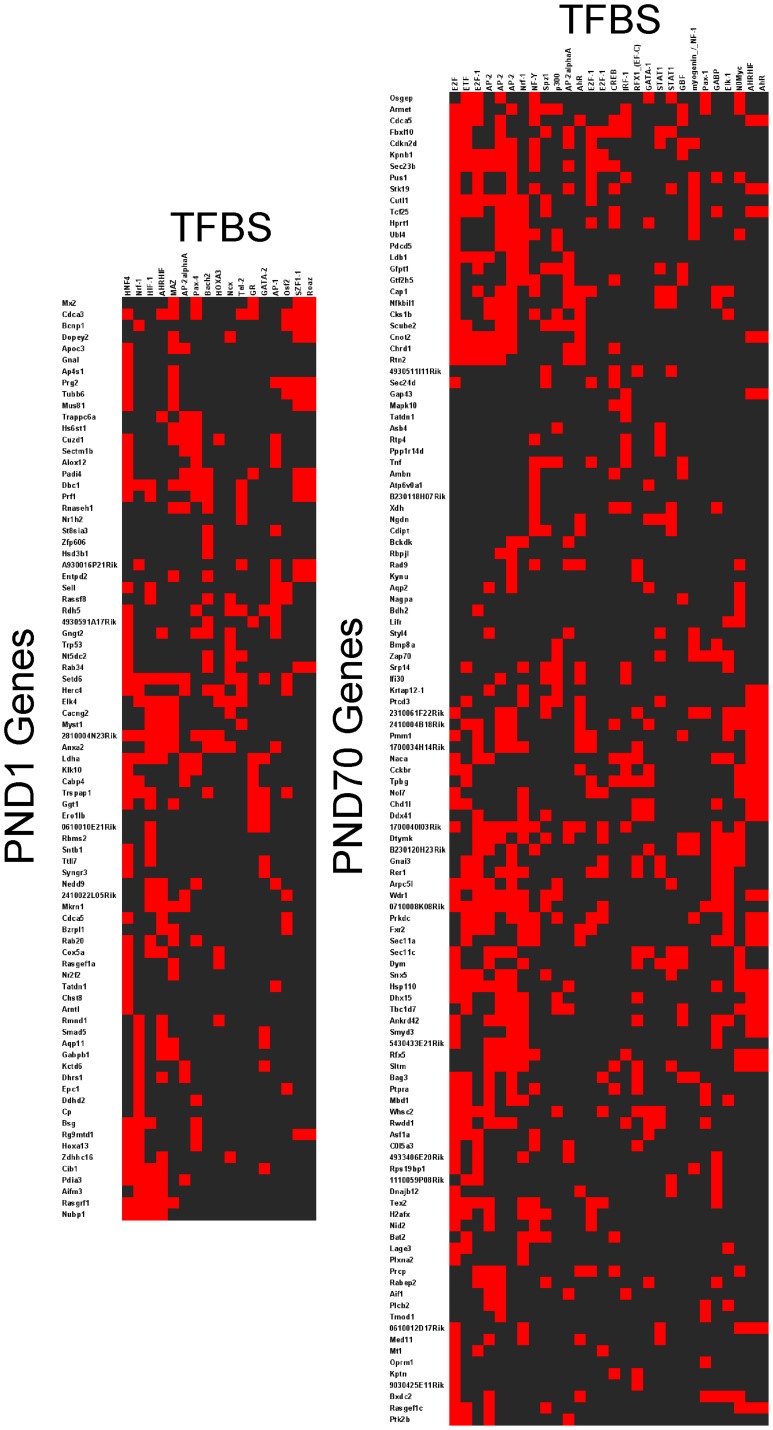
Cluster maps of enriched transcription factor binding sites (TFBS) in promoters of genes that are differentially expressed at PND1 (101 genes) and PND70 (135 genes) and also are targets of differentially expressed microRNAs at PND1 (Table S6) and PND70 (Table S11) respectively.

### In Utero Arsenic Exposure Induces Changes in Protein Expression in Adult Livers that Confirm Inferences from the mRNA Abundance and TFBS Analyses

The mRNA expression data indicated that the genes for heat shock 70 proteins, HSP70 (HSPA1B, inducible form) and HSC70 (HSPA8, constitutive form), were induced. TFBS analyses indicated that SREBP1 binding sites were enriched in the promoters of differentially expressed genes in PND70 mice suggesting potential coordinate induction by SREBP1. However, SREBP1 mRNA level was unchanged. Because, SREBP1 activity is dependent upon cleavage in the endoplasmic reticulum, we examined expression of HSP70, HSC70 and the active form of SREBP1 by western blot analysis. The data (Figure 6) indicate that levels of HSP70 and activated SREBP1 are elevated in livers of As-exposed mice. Thus, the prediction made from the TFBS analysis, that activated SREBP1 is likely elevated because a battery of differentially expressed genes have an SREBP1 binding site in their promoters, is confirmed at the protein level. HSC70 did not change with arsenic exposure (not shown). The induction of HSP70 and activated SREBP1 in PND70 mice suggests a mild stress following prenatal arsenic exposure enduring into adult life. These results support the inferences made from the bioinformatics analyses of the mRNA microarray data.

**Figure 6:**
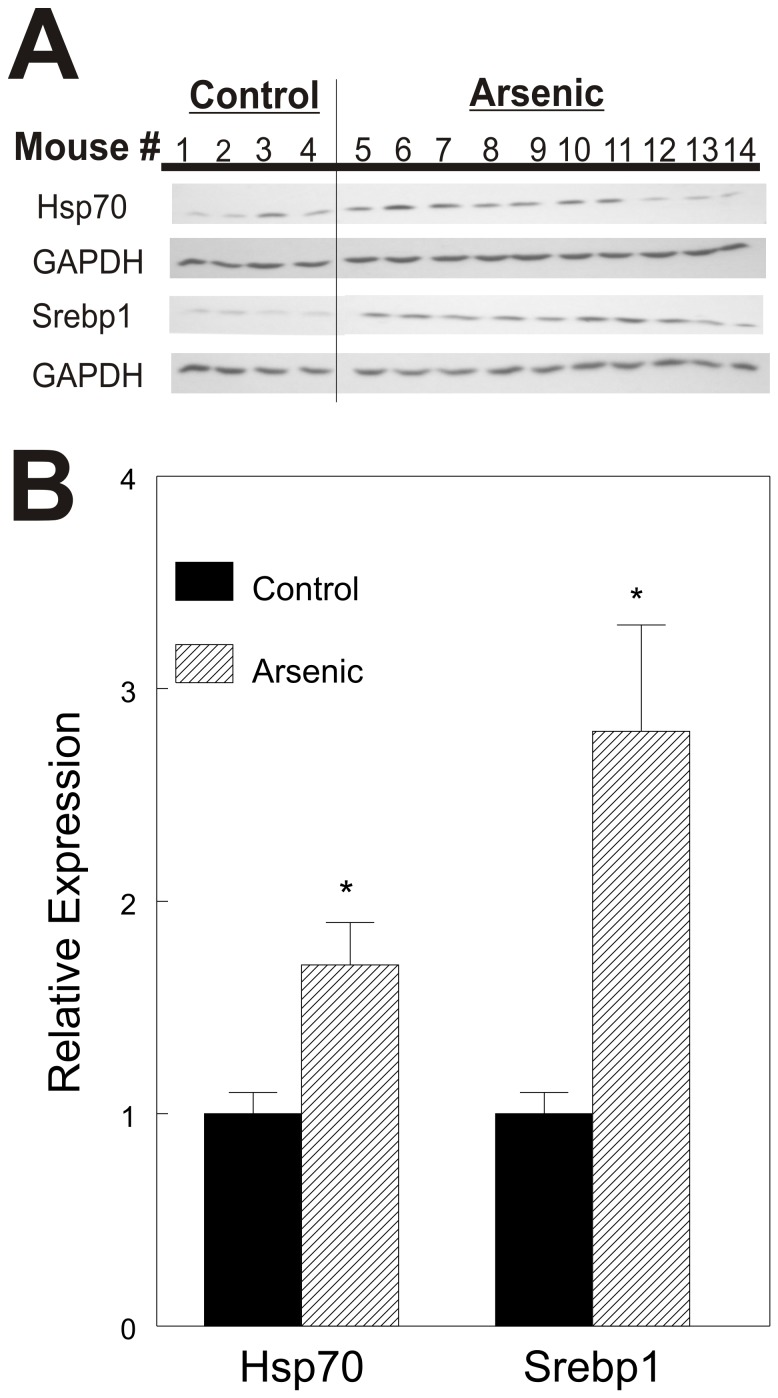
HSP70 and SREBP1 expression in livers of 10 week old mice. A. Western blot analysis of HSP70 and SREBP1. The SREBP1 fragment shown is the 68 kDa cleavage fragment. B. Densitometric quantitation of western blots. Signals for each protein were normalized to GAPDH and mean of controls (#’s 1–4) was set = 1. Representative of triplicate blots shown. * = p<0.05.

### Disease Functions Identified in Srepb1 TFBS Containing Gene Set

The induction of activated SREBP1 in the face of unchanged SREBP1 mRNA and reduced plasma triglycerides implies a dysregulation of lipid metabolism and/or transport. The 113 genes with SREBP1 TFBS were analyzed for interaction networks and disease functions using IPA software. The results revealed that this set of genes contained subnetworks of genes associated with immunological disorder, autoimmune disease, rheumatoid arthritis and insulin dependent diabetes mellitus (Figure 7). These subsets of genes overlap with one another consistent with the obvious relatedness of the first three subsets. Induction of these gene sets also is consistent with a pro-inflammatory state.

**Figure 7:**
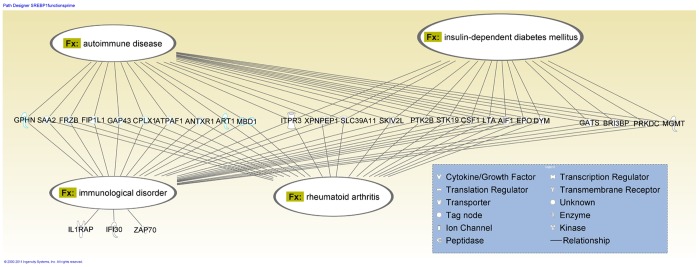
Analysis of SREBP1 gene network for disease functions.

### Subtle Liver Injury Persists Long After Arsenic Exposure

The microarray data suggested that inflammatory cytokines were elevated in livers of newborn (PND1) mice and that the stress response was activated in PND70 livers. In particular, tumor necrosis factor alpha (TNFΑ) expression was elevated in PND70 mice and TNFΑ has been linked to liver inflammation [30]. Therefore, we examined the livers of arsenic exposed and unexposed mice at 10 weeks of age to determine whether signs of inflammation were present. Histological assessment of liver tissues stained with hematoxylin and eosin revealed no macroscopic histological changes in the livers of arsenic-exposed mice (not shown). However, liver injury may be subtle. Therefore, we determined levels of circulating liver enzymes as clinical markers of liver injury. Plasma levels of both ALT and AST determined using commercially available kits were elevated in arsenic-exposed mice suggesting liver damage (Figure 8). These results support the gene expression data suggesting elevated liver inflammation and clearly indicate that prenatal arsenic exposure causes subtle (but significant) liver damage that may prime the liver for an inflammatory stimulus.

**Figure 8:**
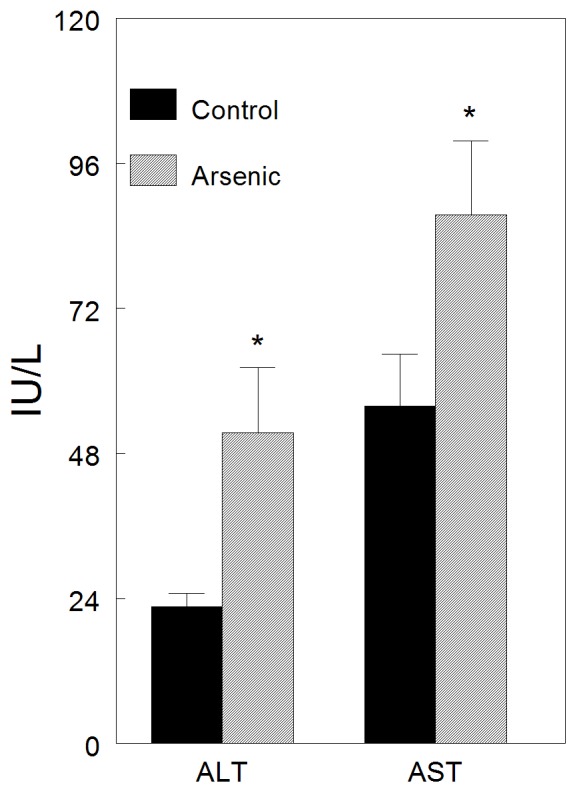
Plasma ALT and AST in arsenic-exposed and -unexposed PND70 ApoE-knockout mice. Mean±S.E. n = 8−9 (*p<0.026; #p = 0.056).

## Discussion

In the current study, we used a transcriptomics approach to investigate dysregulation of liver development induced by prenatal arsenic exposure in ApoE-knockout mice. Differential gene expression at birth (immediately after the exposure) and at age 10 weeks (when accelerated atherogenesis is first detectable [21]) showed that the liver developmental program was dysregulated. A 51-gene expression signature of arsenic-induced developmental changes was identified. Increased expression of inflammatory cytokine and heat shock protein 70 (HSP70) mRNAs in livers of 10 week old mice suggested an enduring state of stress and the presence of subtle liver injury. Promoter analyses for TFBS in differentially expressed genes suggested increased expression of developmental and stress related transcription factors. Key inferences from the transcriptomic analyses (e.g. stress, transcription factor activation, liver injury) were supported by biochemical and biological assays showing elevated hepatic HSP70 and mature SREBP1 expression, and elevated liver enzymes, ALT and AST, in plasma.

Prenatal arsenic exposure induced differential gene expression in newborn (PND1) and 10 week old (PND70) mice. 

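A principal component analysis of the 41100 probes with a value on every array, none of them selected on exposure, gave components of 81.1%, 4.56% and 3.45% of the variance. The ages accounted for 99.5% of the variation between arrays on the first component, and exposure for 15.6% on the second and 33.1% on the third. On the second component PND1 arsenic replicates 2 and 3 scored 23.3 and 35.5, while PND1 arsenic replicate 1 scored -16.7, within the range of the PND1 control arrays (-22.7 to 4.22). On the third component PND70 control replicate 1 scored 11.7, within the range of the PND70 arsenic arrays (7.87 to 14.6), and the other PND70 control arrays scored -19.6 and -25.1. The mean score on the second component was -12.9 ± 14.9 (SD, n = 3) in PND1 control and 14.0 ± 27.3 in PND1 arsenic livers, and on the third -11.0 ± 19.9 in PND70 control and 12.0 ± 3.63 in PND70 arsenic livers. Across all probes, the change with age in exposed mice correlated with that in control mice with r = 0.937 (rho = 0.877).

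**Figure D4:**
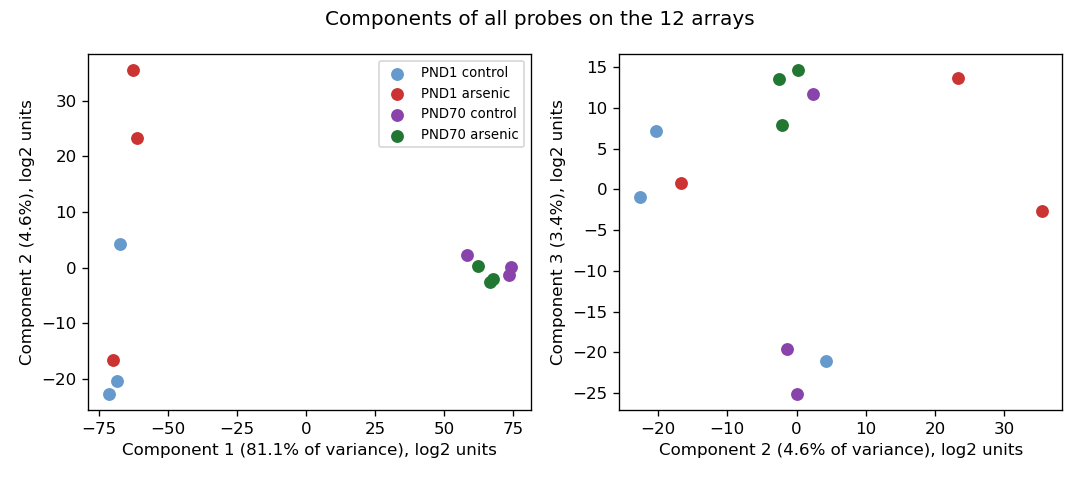
Scores of the 12 arrays on the principal components of all probes, in log2 units, components 1 and 2 on the left and 2 and 3 on the right. Each point is one array. The ages lie apart on component 1, and exposed and control arrays of one age overlap on components 2 and 3.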

The principal component analysis indicated that the gene expression profiles of PND1 and PND70 livers were altered by arsenic exposure and age indicating that the normal age-dependent changes in expression profiles were dysregulated by the in utero arsenic exposure. This dysregulation of developmental program caused long lasting changes in livers of exposed mice as indicated by identification of HNF4A, TNF, HSPA8 (HSC70) and HSPA1B (HSP70) identified as major hubs of interaction in differentially expressed genes at both PND1 and PND70. The gene expression changes associated with major hubs in the interactome analyses are consistent with the accelerated atherogenic phenotype of arsenic exposed mice. HNF4A (hepatocyte nuclear factor alpha) is a major hub in the 51 gene arsenic signature as well as in both the PND1 and PND70 interactomes. HNF4A transcription factor binding sites were enriched in the promoters of genes with arsenic-induced differential expression at PND70 (Table 4) and PND1 differentially expressed gene targets of down regulated microRNA (Table 5). In humans, HNF4A gene variants are associated with type 2 diabetes mellitus [31]. HNF4A plays a role in regulating the folate receptor locus [32]. Folate receptor 2 (FOLR2) mRNA was induced in arsenic-exposed PND70 mice (not shown). FOLR2 deficiency aggravates developmental consequences of arsenic exposure [33], so FOLR2 induction may be a compensatory response to arsenic exposure.

HNF4A mRNA was not changed in the microarray analyses but several of the genes it regulates exhibited altered expression (Table 1). These genes (lymphoid enhancer-binding factor 1 [*Lef1*], glutathione S-transferase alpha 4 [*Gsta4*], cell division cycle associated 5 [*Cdca5*], cytochrome P450 7A1 [*Cyp7a1*], pelota homolog [*Pelo*], aquaporin 6 [*Aqp6*] and UDP-glucose 6-dehydrogenase [*Ugdh*]) are involved in T-cell receptor regulation, xenobiotic detoxification, cell cycle, cholesterol metabolism and extracellular matrix biosynthesis. GSTA4, CYP1A7 and UGDH mRNAs were decreased in PND1 livers and increased in PND70 livers. GSTA4 and CYP1A7 are xenobiotic metabolizing enzymes. GSTA4 is involved in detoxification of lipid peroxidation products and has been linked to atherosclerosis [34]. CYP1A7 is the rate limiting enzyme in bile acid synthesis from cholesterol. UGDH converts UDP-glucose to UDP-glucuronate playing a role in the biosynthesis of glycosaminoglycans. AQP6 and LEF1 expression changes were the reverse of GSTA4, CYP1A7 and UGDH. AQP6 and LEF1 mRNAs were increased in PND1 livers and decreased in PND70 livers. AQP6 expression is reported to be kidney specific [35]. Thus, elevated AQP6 mRNA expression in newborn livers is consistent with developmental dysregulation. Lef1 is a lymphoid enhancer binding factor expressed in pre-B and pre-T cells [36]. Its elevated expression in newborn livers suggests activation of lymphoid cells and could contribute to an inflammatory response. Nucleotide binding protein 1 [NUBP1] showed expression patterns similar to AQP6 and Lef1 but is only indirectly related to the HNF4A network. NUBP1 has been implicated in the regulation of centrosome duplication [37] and is indirectly linked to HSPA8 in the network. We have shown that arsenite causes centrosome amplification similar to that induced by heat shock [38]. PELO also is in the HNF4A transcriptional network. Similar to HSPA8, PELO mRNA is increased in both PND1 and PND70 livers. PELO is an essential gene that has been implicated in controlling aneuploidy [39]. Arsenic is a well established aneuploidogen [40]. Thus, induction of both NUBP1 and PELO may be a compensatory response to the aneuploidogenic stimulus of arsenic. HNF4A regulates a common network of genes in liver and pancreas that when dysregulated may contribute to development of diabetes mellitus [41]. The incidence of diabetes mellitus in arsenic exposed populations is elevated [42], [43]. Hence, our results suggest that the mode of action for arsenic exposure inducing diabetes mellitus may involve its effects on the HNF4A network in addition to the potential role of the SREBP1 network (discussed below).

HSPA8 (HSC70) and HSPA1B (HSP70) were major hubs in the PND1 interactome of differentially expressed mRNAs that are targets of differentially expressed microRNAs. These genes encode the constitutive and inducible isoforms of heat shock protein 70 (HSC70 and HSP70 respectively). HSC70 has been associated with stabilization of newly synthesized cyclin D1 and is a component of active cyclin D1/CDK4 holoenzyme complex [44]. Prenatal arsenic exposure induces cyclin D1 in livers of several strains of mice [18], [45]. HSP70 induction is a well recognized response to cellular stress induced by a wide variety of agents. Circulating HSP70 induces a pro-inflammatory state [46], activates macrophages [47], can serve as a cytokine for both innate and adaptive immunity [48], and is associated with increased risk of acute coronary syndrome [49]. Our data indicate induced expression of HSP70 in livers of arsenic-exposed mice (Figure 6), thus confirming the inference from the transcriptomics data. If exported into the circulation, this enhanced HSP70 expression likely contributes to the accelerated atherogenesis observed in arsenic exposed ApoE-knockout mice.

TNF (tumor necrosis factor alpha, TNFΑ) is a major hub in both PND1 and PND70 differentially expressed mRNAs that are targets of differentially expressed microRNAs. TNF is an immunomodulator and stimulates the acute phase response. TNF expression was decreased at PND1 and increased at PND70 in arsenic exposed mice. TNF is linked to LTA (*aka* TNFB) and LTB (*aka* TNFC) in the PND70 interactome of differentially expressed mRNAs that are targets of differentially expressed microRNAs. LTA and LTB are members of the tumor necrosis factor superfamily expressed by B and T lymphocytes. TNF, LTA and LTB are involved in regulating a wide variety of immune responses and inflammation [50], [51]. The increased expression of this triad of inflammation mediators at PND70 is consistent with an inflammatory response occurring in livers of arsenic exposed PND70 mice.

Kupffer cells are the resident macrophages in the liver, are the principal players in the innate immune system, and are a major source of circulating cytokines including Interleukin 6 (IL6), Interleukin 10 (IL10), TNFA and monocyte chemoattractant protein-1 (MCP-1) [52]. Kupffer cells release MCP-1 after trauma and this MCP-1 plays a major role in remote organ dysfunction after trauma-hemorrhage [53]. Hepatic stellate cells are also toll-like receptor 4 (TLR4) positive cells and secrete the inflammatory cytokines IL6, IL8, MCP-1 and RANTES in response to LPS [54]. Both IL6 and IL8 are linked to TNF, and also to NFKB, in the PND70 interactome, as are LTA and LTB. IL8 attracts neutrophils which can contribute to the liver damage; RANTES attracts memory T-cells. Lipopolysaccharide response is mediated by activated TLR4 which is present in both Kupffer cells and hepatic stellate cells. TLR4 also is linked to TNF, IL6, IL8 and NFKB in the interactome (Figure S2). Thus, both these cell populations may contribute to circulating levels of cytokines that contribute to activation of monocytes in the initiation of atherogenesis. We have shown that chronic arsenic exposure for 12 weeks in adult mice elevates plasma MCP-1 and IL6 [55], both cytokines that are associated with atherosclerosis.

Analysis of TFBS in promoters of genes differentially expressed in 10 week old mice exposed to arsenic *in utero* revealed a number of enriched sites suggesting networks of genes coordinately regulated by the associated transcription factors. Stress response factors HSF1, NFKB and AP1 were among the transcription factors with binding sites enriched in the differentially expressed PND1 mRNAs. AP1 and NFKB were linked in a subset of 12 genes that IPA associated with inflammatory diseases including rheumatic disease and diabetes mellitus (not shown). Fry et al observed a network of genes with differential expression integrating NFKB in cord blood leukocytes of infants exposed to high levels of arsenic *in utero* [56]. This network included a sub-network centered around the pro-inflammatory interleukin I family member IL1B. We saw that IL18, an inflammatory cytokine structurally similar to IL1B, was a major hub in the interactome in our arsenic exposed PND1 mice (Figure 4A). Arsenite exposure induces HSP70 expression via activation of HSF1 [57]. Our microarray data indicate that HSP70 mRNA is induced and that a network of genes with HSF1 binding sites in their promoters is differentially expressed at both PND1 and PND70. Thus, the inferences made from the TFBS analyses are consistent with observations made by others both in humans and *in vitro*.

The TFBS analysis also showed that approximately 1/6 of the genes differentially expressed at PND70 had SREBP1 binding sites. This observation suggested that SREBP1 might be activated in the livers of arsenic exposed mice and we confirmed elevated levels of activated SREBP1 by western blot analyses. Thus, the power of the genomics approach to elucidate potential mechanisms is clearly exemplified by the biochemical confirmation of activated SREBP1 induction. Further study of the other inferred activated transcription factors is needed to gain a more complete understanding of the long lasting effect of the prenatal arsenic exposure on gene expression and liver development.

SREBP1 has important functions in regulating cholesterol and triglyceride synthesis, adipogenesis and insulin action [58]. Insulin induces SREBP1 in liver and adipocytes [59]–[61]. SREBP1 is responsive to insulin and glucose stimulation and regulates a plethora of genes in human HepG2 cells [62]. SREBP1 expression is reduced in human adipocytes and skeletal muscle in obese and insulin resistant people but can be returned to normal by hyperinsulinemia [63]. Hence, SREBP1 is intimately involved in lipid metabolism and is dysregulated in diabetic and pre-diabetic patients, both conditions linked to elevated CVD incidence. Our analysis revealed that SREBP1 likely also regulates a battery of genes not involved with lipid biosynthesis and not previously known to be SREBP1 regulated genes. Analysis of this set of genes revealed linkages to inter-related disease processes rheumatoid arthritis and insulin dependent diabetes mellitus. Both of these inflammatory diseases are associated with accelerated atherosclerosis [64]. Rheumatoid arthritis is the paradigm of a chronic systemic inflammatory disease. Rheumatoid arthritis patients exhibit greatly increased incidence of CVD [65]. Metabolic syndrome, a consequence of complex interactions between liver and adipose tissue, is well established as a risk factor for atherosclerosis leading to cardiovascular diseases. Metabolic syndrome has been proposed to provide linkage between rheumatoid arthritis and CVD [66]. The observed relationship of diabetes mellitus genes and rheumatoid arthritis genes supports an earlier suggestion that these disorders are linked [67]. Increased risk of CVD is a well established consequence of diabetes mellitus [68]. Our results suggest a role for activated SREBP1 in the etiology of these chronic systemic inflammatory diseases. This systemic inflammation likely contributes to the accelerated atherogenic phenotype of the prenatal arsenic exposed ApoE-knockout mice. Thus, the complex nature of the interactions between systemic inflammation and atherogenesis are reflected in our prenatal arsenic exposure model. It is important to confirm SREBP1 occupancy of the promoters in these genes in future studies.

Endoplasmic reticulum (ER) stress causes dysregulation of the cholesterol and triglyceride synthesis pathways by activating SREBP1 [69]. Arsenic induces ER stress in a variety of tissues and cell types [70]–[74]. Thus, induction of ER stress in liver by arsenic exposure would be expected. Our data suggest that the ER stress is induced in the livers long after the prenatal arsenic exposure has ended. This post-exposure response is consistent with an alteration in developmental program of the liver resulting in either a persistent induction of ER stress or priming for later induction by a second agent such as the hyperlipidemia that develops in these mice as they age. The common embryonic lineage of liver and pancreas suggests that the prenatal arsenic exposure may have similar effects in pancreatic cells. Thus, study of these events in pancreatic beta cells may provide important information regarding the linkage between arsenic exposure and diabetes mellitus.

In summary, our results clearly indicate that the prenatal arsenic exposure has dysregulated the developmental program of the liver as reflected in the gene expression profile differences. The gene expression changes with no obvious signs of liver inflammation suggest a pro-inflammatory state. We speculate that this pro-inflammatory state is the first hit in a two hit process leading to chronic low grade inflammation in the liver. The resulting liver disease likely provides the source of inflammation that triggers accelerated and exacerbated atherosclerosis in ApoE^−/−^ mice prenatally exposed to arsenic. Our published studies of livers of C57Bl/6 mice chronically exposed to arsenic also found little histological evidence of liver injury in unchallenged mice [75]. It was only after challenge with lipopolysaccharide (LPS) that we observed dramatic evidence of a hyper-response in the livers of arsenic-exposed mice. Thus, it is not surprising that there is no apparent histological difference in the livers of these unchallenged mice after transplacental arsenic exposure. The gene expression studies show linkages to chronic systemic inflammatory diseases, rheumatoid arthritis and diabetes mellitus. Both of these disease processes contribute to increased atherogenesis. We identified a potential new role for SREBP1 in regulating genes associated with these chronic systemic inflammatory diseases. SREBP1 is activated by ER stress suggesting that SREBP1 may be a common mediator of systemic inflammation for agents that induce ER stress. In order to understand the mechanism of altered development leading to accelerated atherogenesis, it will be important to compare gene expression profiles at multiple ages from fetal stage to adulthood and to confirm the role of SREBP1 in the initiation of systemic inflammation.

## Materials and Methods

### Ethics Statement

All procedures were performed in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health under protocols 03151 and 06093 approved by the University of Louisville Institutional Animal Care and Use Committee.

### Mice and Exposure Protocols

Apolipoprotein E-knockout mice (strain B6.129P2-Apoe^tm1Unc^/J) were purchased from Jackson Laboratories and maintained in an AALAAC approved vivarium as previously described [21]. Mice were bred by housing two females with a male. Females were checked daily for the presence of a vaginal plug which was designated gestational day 0 (GD0). Plug-positive females were caged separately until weaning at postnatal day (PND) 21. Dams were provided drinking water containing 85 mg/L sodium arsenite (49 ppm As) *ad libitum* from GD8 through birth. Arsenic containing water was changed twice weekly. After birth, dams were provided normal tap water *ad libitum*. Adult mice (10 weeks old, PND70) were euthanized by CO_2_ asphyxiation and newborns (PND1) by decapitation. Livers were quickly excised and snap frozen in liquid nitrogen.

### Measurement of Liver Arsenic Levels

Pregnant dams and fetuses were euthanized on GD18 by CO_2_ asphyxiation and decapitation, respectively. Livers were excised quickly and snap frozen. Three dams were included in each maternal group, and one male fetus from each of the pregnant dams was included in the fetal group. Small samples of frozen maternal and GD18 fetal livers (300–600 mg) were transferred to 2 mL acid washed (0.1 M HNO_3_ acid) centrifuge tubes and digested in 350 µL concentrated nitric acid overnight. One hundred µL of digested sample was transferred to 10 mL acid washed microwavable digestion tubes in triplicates, and every 3^rd^ sample from each group was spiked with 5 ng arsenic standards (SPEX CertiPrep, Metuchen, NJ). The samples were microwave digested at 150°C for 10 min using Automated Microwave Synthesis Workstation. Residues were removed by centrifugation, and 1.9 mL of 18 mega-ohm water containing 10 ppb internal standard solution was added in to every sample to give 5% HNO_3_ acid. Each sample (1.5 mL) was transferred to acid washed polypropylene deep-well 96 well plates for ICP-MS analysis using Thermo Electron ICP-MS, X-Series (in the Center for Regulatory, Environmental and Analytical Metabolomics at University of Louisville). Blank was concentrated nitric acid. Results are expressed in ng arsenic/g wet weight liver.

### RNA Preparation, Probe Preparations and Microarrays

Using mirVANA RNA purification kits (Ambion, Carlsbad, CA), total RNAs were purified from samples of frozen livers from three newborn (PND1) and three 10-week old mice (PND70) that had been exposed or unexposed to arsenic *in utero*. Each mouse was from a separate litter. RNA was quantitated and integrity determined on a Nanochip using a Bioanalyzer (Agilent, Santa Clara, CA). Microarray analyses for microRNA abundance in total liver RNA was performed by Exiqon (Woburn, MA) using Exiqon LNA 1500 microarrays in a two-color design against mouse standard total RNA (Ambion, now part of Applied Biosystems). Microarray analyses for mRNA abundance was performed using 2 color design against mouse standard total RNA (Stratgene, LaJolla, CA) on NIA Mouse 44K Microarray v2.1 (Whole Genome 60-mer Oligo: Agilent #2514117 [76]). Probe preparation, hybridization, scanning of arrays and log2 normalization of data were as described [76].

### Microarray Data Analyses

Microarray data were mean-centered and quantile normalized to normalize gene expression distribution across the samples. The ratiometric values (test/reference) were then transformed to log2 and lowess smoothing. The data were then subjected to two-way ANOVA (treatment, developmental time at p<0.01) for changes induced by arsenic exposure in PND1 and PND70 mice using Partek Genomics Suite v 6.3 (http://www.partek.com/). There were 763 significant probes corresponding to 712 genes with significant expression changes for PND70 samples and 848 probes corresponding to 797 genes for PND1 samples in the mRNA microarray dataset. The intersection of these two gene sets yielded 51 genes that were differentially expressed at both ages. Unsupervised hierarchical clustering and principal component analysis were performed using Partek software. Gene ontology annotation (Tables S1, S2, S3, S4) was performed using DAVID [77], [78] and interaction networks based on published literature were prepared using Partek. Enriched transcription factor binding sites were detected using the Expander 4.1 software [79], [80]. In order to detect enrichment, the background gene set was chosen from the total gene list downloaded from GEO [81] for NIA Mouse 44K Microarray V2.1 (Whole Genome 60-mer Oligo; accession GPL2552). Additional analyses of disease functions were performed using Ingenuity Pathway Analysis software. Microarray data have been deposited in the NCBI Gene Expression Omnibus Series record GSE30783 and are in compliance with MIAME guidelines.

### Identification of miRNA Targets

Gene targets of differentially expressed miRNAs were detected using *Mus musculus* miRBase v5, which lists the targets in terms of Ensembl transcripts. Ensembl gene transcripts and corresponding gene identifiers were downloaded from BioMart using Ensembl 52 and *Mus musculus* genes NCBIM37. All miRNA targets were then converted to Ensembl gene identifiers which could then be directly compared to the resulting differentially expressed mRNA.

### Detection of Enriched Transcription Factors

Enriched transcription factors were detected using the Expander 4.1 software [82], [83]. For each of the subsets, the Entrez gene identifiers were uploaded as a gene set. These gene sets were analyzed for transcription factor enrichment using the PRIMA software tool within Expander. In order to detect enrichment, the background gene set was chosen from the total gene list downloaded from GEO [84] for NIA Mouse 44K Microarray V2.1 (Whole Genome 60-mer Oligo; accession GPL2552).

A list of the transcription factors significantly enriched given the corresponding gene sets, as well as the number of genes within the set regulated by those transcription factors along with the P-Value (cutoff of 0.05) and enrichment factor are reported.

### Plasma Liver Enzyme Assay

Blood was drawn by cardiac puncture of anesthetized mice into collection tubes for preparation of plasma. Sodium citrate was used as an anticoagulant. Plasma levels of alanine aminotransferase (ALT) and aspartate aminotransferase (AST) were measured using commercially available kits (Infinity Liquid Reagents, Thermo Electron Corporation, Pittsburgh, PA).

### Western Blot Analysis of Liver Proteins

Liver samples obtained from mice derived from 7 different litters were homogenized in lysis buffer [10 mM Tris-HCl pH 7.4, 1 mM EDTA, 0.1% (w/v) SDS, 1 mM phenylmethylsulphonylfluoride (PMSF)] for protein isolation. Protein concentrations were determined by bicinchoninic acid (BCA) protein assay (Thermo Scientific, Rockford, IL.). Proteins were separated by SDS-PAGE (12% acrylamide), electroblotted to nitrocellulose, and probed with antibodies to HSC70 (rat mAb, 1∶1000, Assay Designs/Stressgen, Plymouth Meeting, PA.), HSP70i (mouse mAb, 1∶10,000, Assay Designs/Stressgen, Plymouth Meeting, PA), SREBP1 (rabbit mAb, 1∶1000; Abcam, Cambridge, MA), and their corresponding secondary antibodies (anti-rat, anti-mouse and anti-rabbit) conjugated to horseradish peroxidase (HRP). The signals were detected using chemiluminescence (ECL) substrate (Pierce, Rockford, IL) and exposure to Kodak XAR x-ray film. Quantification was performed with Image Quant software.

## Supporting Information

Figure S1 Interactome of mRNAs suppressed in livers of PND70 mice exposed to arsenic prenatal. Major hubs include HNF4A, IL8 and calcium signaling.
(TIF) Click here for additional data file.

Figure S2 Interactome of mRNAs induced in livers of arsenic exposed PND70 mice. Major hubs include NFKB1, TNF, IL6 and IL8. Minor hubs include TLR4, LTB, LTA, CHUK, IL1A, HSPA1B and HSPA8.
(TIF) Click here for additional data file.

Table S1 GO annotation analysis of the mRNAs with expression induced in PND1 livers of in utero arsenic exposed mice were analyzed by DAVID to identify which pathways were represented.
(DOCX) Click here for additional data file.

Table S2 GO annotation analysis of the mRNAs with expression suppressed in PND1 livers of in utero arsenic exposed mice were analyzed by DAVID to identify which pathways were represented.
(DOCX) Click here for additional data file.

Table S3 GO annotation analysis of the mRNAs with expression induced in PND70 livers of in utero arsenic exposed mice were analyzed by DAVID to identify which pathways were represented.
(DOCX) Click here for additional data file.

Table S4 GO annotation analysis of the mRNAs with expression suppressed in PND70 livers of in utero arsenic exposed mice were analyzed by DAVID to identify which pathways were represented.
(DOCX) Click here for additional data file.

Table S5 Gene promoters of differentially expressed mRNAs that are targets of microRNAs suppressed in arsenic exposed PND1 mice were analyzed for transcription factor binding sites. A total of 64 unique Entrez gene IDs are gene targets of down regulated microRNA and appear in the gene list of differentially expressed mRNAs at PND1. A total 15 transcription factors are enriched for this gene set with a P-value <0.05.
(DOCX) Click here for additional data file.

Table S6 Gene promoters of differentially expressed mRNAs that are targets of microRNAs either induced or suppressed in arsenic exposed PND1 mice were analyzed for transcription factor binding sites. A total of 101 unique Entrez gene IDs are gene targets of up or down regulated microRNA and appear in the gene list of differentially expressed mRNAs at PND1. A total 17 transcription factors are enriched for this gene set with a P-value <0.05.
(DOCX) Click here for additional data file.

Table S7 Gene promoters of differentially expressed mRNAs that are targets of microRNAs both induced and suppressed in arsenic exposed PND1 mice were analyzed for transcription factor binding sites. A total of 12 unique Entrez gene IDs are gene targets of both up AND down regulated microRNA and appear in the gene list of differentially expressed mRNAs at PND1. A total 11 transcription factors are enriched for this gene set with a P-value <0.05.
(DOCX) Click here for additional data file.

Table S8 Gene promoters of differentially expressed mRNAs that are targets of microRNAs induced in arsenic exposed PND1 mice were analyzed for transcription factor binding sites. A total of 49 unique Entrez gene IDs are gene targets of up regulated microRNA and appear in the gene list of differentially expressed mRNAs at PND1. A total 10 transcription factors are enriched for this gene set with a P-value <0.05.
(DOCX) Click here for additional data file.

Table S9 Gene promoters of differentially expressed mRNAs that are targets of microRNAs induced in arsenic exposed PND70 mice were analyzed for transcription factor binding sites. A total of 33 unique Entrez gene IDs are gene targets of up regulated microRNA and appear in the gene list of differentially expressed mRNAs at PND70. A total 13 transcription factors are enriched for this gene set with a P-value <0.05.
(DOCX) Click here for additional data file.

Table S10 Gene promoters of differentially expressed mRNAs that are targets of microRNAs suppressed in arsenic exposed PND70 mice were analyzed for transcription factor binding sites. A total of 124 unique entrez gene IDs are gene targets of down regulated miRNA and appear in the gene list of differentially expressed mRNAs at PND70. A total 21 transcription factors are enriched for this gene set.with a P-value <0.05.
(DOCX) Click here for additional data file.

Table S11 Gene promoters of differentially expressed mRNAs that are targets of microRNAs either induced or suppressed in arsenic exposed PND70 mice were analyzed for transcription factor binding sites. A total of 135 unique entrez gene IDs are gene targets of up OR down regulated miRNA and appear in the gene list of differentially expressed mRNAs at PND70. A total 28 transcription factors are enriched for this gene set.with a P-value <0.05.
(DOCX) Click here for additional data file.

Table S12 Gene promoters of differentially expressed mRNAs that are targets of microRNAs both induced and suppressed in arsenic exposed PND70 mice were analyzed for transcription factor binding sites. A total of 22 unique entrez gene IDs are gene targets of BOTH up AND down regulated miRNA and appear in the gene list of differentially expressed mRNAs at PND70. A total 9 transcription factors are enriched for this gene set.with a P-value <0.05.
(DOCX) Click here for additional data file.

# Supplementary material for: Prenatal Arsenic Exposure Alters Gene Expression in the Adult Liver to a Proinflammatory State Contributing to Accelerated Atherosclerosis
**Source:** PLoS One. 2012 Jun 15;7(6):e38713. doi: 10.1371/journal.pone.0038713
**Supplement:** Table S1 — GO annotation analysis of the mRNAs with expression induced in PND1 livers of in utero arsenic exposed mice were analyzed by DAVID to identify which pathways were represented.

**Table S1. Gene Ontology of mRNAs induced by arsenic exposure in PND1 mice**

| **Category** | **Term** | **Count** | **%** | **PValue** |
| --- | --- | --- | --- | --- |
| GOTERM_BP_4 | nucleobase, nucleoside, nucleotide and nucleic acid metabolism | 67 | 18.6% | 1.95E-04 |
| GOTERM_BP_4 | biopolymer metabolism | 54 | 15.0% | 0.001 |
| GOTERM_MF_4 | nuclease activity | 9 | 2.5% | 0.002 |
| GOTERM_BP_4 | cellular biosynthesis | 27 | 7.5% | 0.003 |
| GOTERM_BP_4 | embryonic development (sensu Vertebrata) | 6 | 1.7% | 0.006 |
| GOTERM_MF_4 | transition metal ion binding | 44 | 12.2% | 0.009 |
| GOTERM_BP_4 | vitamin metabolism | 5 | 1.4% | 0.011 |
| GOTERM_BP_4 | protein metabolism | 56 | 15.6% | 0.018 |
| GOTERM_CC_4 | intracellular membrane-bound organelle | 98 | 27.2% | 0.023 |
| GOTERM_BP_4 | macromolecule biosynthesis | 17 | 4.7% | 0.025 |
| GOTERM_BP_4 | cellular macromolecule metabolism | 53 | 14.7% | 0.026 |
| GOTERM_CC_4 | nucleus | 68 | 18.9% | 0.027 |
| GOTERM_BP_4 | regulation of cellular metabolism | 43 | 11.9% | 0.037 |
| GOTERM_BP_4 | cellular catabolism | 12 | 3.3% | 0.056 |
| GOTERM_BP_4 | RNA-mediated posttranscriptional gene silencing | 2 | 0.6% | 0.070 |
| GOTERM_BP_4 | transport | 49 | 13.6% | 0.072 |
| GOTERM_BP_4 | macromolecule catabolism | 9 | 2.5% | 0.082 |
| GOTERM_MF_4 | transferase activity, transferring groups other than amino-acyl groups | 6 | 1.7% | 0.082 |

# Supplementary material for: Prenatal Arsenic Exposure Alters Gene Expression in the Adult Liver to a Proinflammatory State Contributing to Accelerated Atherosclerosis
**Source:** PLoS One. 2012 Jun 15;7(6):e38713. doi: 10.1371/journal.pone.0038713
**Supplement:** Table S2 — GO annotation analysis of the mRNAs with expression suppressed in PND1 livers of in utero arsenic exposed mice were analyzed by DAVID to identify which pathways were represented.

**Table S2. Gene Ontology of mRNAs suppressed by arsenic exposure in PND1 mice**

| **Category** | **Term** | **Count** | **%** | **PValue** |
| --- | --- | --- | --- | --- |
| GOTERM_BP_4 | generation of precursor metabolites and energy | 20 | 6.1% | 0.001 |
| GOTERM_BP_4 | carbohydrate metabolism | 13 | 3.9% | 0.011 |
| GOTERM_BP_4 | lipid metabolism | 14 | 4.2% | 0.038 |
| GOTERM_BP_4 | alkene metabolism | 3 | 0.9% | 0.044 |
| GOTERM_BP_4 | alcohol metabolism | 8 | 2.4% | 0.045 |
| GOTERM_CC_4 | endoplasmic reticulum | 16 | 4.9% | 0.008 |
| GOTERM_CC_4 | endosome | 5 | 1.5% | 0.034 |
| GOTERM_MF_4 | calcium ion binding | 22 | 6.7% | 0.017 |
| GOTERM_MF_4 | phosphotransferase activity, nitrogenous group as acceptor | 3 | 0.9% | 0.093 |
| KEGG_PATHWAY | MMU00010:GLYCOLYSIS / GLUCONEOGENESIS | 6 | 1.8% | 0.004 |
| KEGG_PATHWAY | HSA04910:INSULIN SIGNALING PATHWAY | 2 | 0.6% | 0.073 |
| KEGG_PATHWAY | HSA04720:LONG-TERM POTENTIATION | 2 | 0.6% | 0.073 |
| KEGG_PATHWAY | MMU05040:HUNTINGTON'S DISEASE | 3 | 0.9% | 0.085 |
| KEGG_PATHWAY | MMU00460:CYANOAMINO ACID METABOLISM | 2 | 0.6% | 0.091 |

# Supplementary material for: Prenatal Arsenic Exposure Alters Gene Expression in the Adult Liver to a Proinflammatory State Contributing to Accelerated Atherosclerosis
**Source:** PLoS One. 2012 Jun 15;7(6):e38713. doi: 10.1371/journal.pone.0038713
**Supplement:** Table S3 — GO annotation analysis of the mRNAs with expression induced in PND70 livers of in utero arsenic exposed mice were analyzed by DAVID to identify which pathways were represented.

**Table S3. Gene Ontology of mRNAs induced by arsenic exposure in PND70 mice**

| **Category** | **Term** | **Count** | **%** | **PValue** |
| --- | --- | --- | --- | --- |
| GOTERM_CC_4 | intracellular membrane-bound organelle | 111 | 33.4% | 2.01E-06 |
| GOTERM_MF_4 | translation initiation factor activity | 7 | 2.1% | 3.85E-04 |
| KEGG_PATHWAY | MMU03060:PROTEIN EXPORT | 4 | 1.2% | 4.32E-04 |
| GOTERM_CC_4 | endoplasmic reticulum | 19 | 5.7% | 5.17E-04 |
| GOTERM_BP_4 | establishment of cellular localization | 21 | 6.3% | 0.002 |
| GOTERM_BP_4 | cellular localization | 21 | 6.3% | 0.002 |
| GOTERM_CC_4 | membrane coat | 5 | 1.5% | 0.004 |
| GOTERM_CC_4 | vesicular fraction | 8 | 2.4% | 0.004 |
| GOTERM_BP_4 | vesicle-mediated transport | 13 | 3.9% | 0.005 |
| GOTERM_BP_4 | biopolymer metabolism | 52 | 15.7% | 0.006 |
| GOTERM_CC_4 | Golgi apparatus | 15 | 4.5% | 0.006 |
| GOTERM_BP_4 | response to heat | 4 | 1.2% | 0.009 |
| GOTERM_CC_4 | intracellular non-membrane-bound organelle | 31 | 9.3% | 0.011 |
| KEGG_PATHWAY | MMU03010:RIBOSOME | 6 | 1.8% | 0.012 |
| GOTERM_CC_4 | chromatin | 7 | 2.1% | 0.015 |
| GOTERM_CC_4 | ribosome | 8 | 2.4% | 0.021 |
| GOTERM_CC_4 | vesicle membrane | 5 | 1.5% | 0.022 |
| GOTERM_CC_4 | cytoplasmic membrane-bound vesicle | 8 | 2.4% | 0.022 |
| GOTERM_CC_4 | cytoplasmic vesicle | 8 | 2.4% | 0.029 |
| GOTERM_CC_4 | signal recognition particle (sensu Eukaryota) | 3 | 0.9% | 0.035 |
| GOTERM_CC_4 | signal recognition particle | 3 | 0.9% | 0.035 |
| GOTERM_BP_4 | transport | 52 | 15.7% | 0.038 |
| GOTERM_CC_4 | extrinsic to plasma membrane | 4 | 1.2% | 0.043 |
| KEGG_PATHWAY | MMU04612:ANTIGEN PROCESSING AND PRESENTATION | 5 | 1.5% | 0.044 |
| KEGG_PATHWAY | HSA03010:RIBOSOME | 3 | 0.9% | 0.046 |
| GOTERM_CC_4 | chromosome | 9 | 2.7% | 0.050 |
| GOTERM_CC_4 | sex chromosome | 2 | 0.6% | 0.055 |
| KEGG_PATHWAY | MMU03022:BASAL TRANSCRIPTION FACTORS | 3 | 0.9% | 0.065 |
| GOTERM_CC_4 | nuclear chromosome | 4 | 1.2% | 0.069 |
| GOTERM_CC_4 | perinuclear region | 3 | 0.9% | 0.071 |
| GOTERM_CC_4 | nucleus | 63 | 19.0% | 0.072 |
| GOTERM_BP_4 | DNA repair | 6 | 1.8% | 0.096 |

# Supplementary material for: Prenatal Arsenic Exposure Alters Gene Expression in the Adult Liver to a Proinflammatory State Contributing to Accelerated Atherosclerosis
**Source:** PLoS One. 2012 Jun 15;7(6):e38713. doi: 10.1371/journal.pone.0038713
**Supplement:** Table S4 — GO annotation analysis of the mRNAs with expression suppressed in PND70 livers of in utero arsenic exposed mice were analyzed by DAVID to identify which pathways were represented.

**Table S4. Gene Ontology of mRNAs suppressed by arsenic exposure in PND70 mice**

| **Category** | **Term** | **Count** | **%** | **PValue** |
| --- | --- | --- | --- | --- |
| GOTERM_BP_4 | DNA repair | 7 | 2.7% | 0.003 |
| GOTERM_BP_4 | homophilic cell adhesion | 5 | 1.9% | 0.009 |
| GOTERM_MF_4 | calcium ion binding | 16 | 6.1% | 0.010 |
| GOTERM_CC_4 | intracellular non-membrane-bound organelle | 20 | 7.7% | 0.012 |
| GOTERM_BP_4 | odontogenesis | 3 | 1.2% | 0.019 |
| GOTERM_BP_4 | M phase | 6 | 2.3% | 0.020 |
| GOTERM_BP_4 | mitotic cell cycle | 6 | 2.3% | 0.022 |
| GOTERM_BP_4 | ossification | 4 | 1.5% | 0.026 |
| GOTERM_BP_4 | bone remodeling | 4 | 1.5% | 0.033 |
| GOTERM_CC_4 | cytoskeleton | 12 | 4.6% | 0.060 |
| GOTERM_CC_4 | intermediate filament cytoskeleton | 4 | 1.5% | 0.063 |
| GOTERM_MF_4 | cytokine activity | 6 | 2.3% | 0.074 |
| GOTERM_CC_4 | chromosome | 6 | 2.3% | 0.078 |
| GOTERM_BP_4 | intracellular signaling cascade | 13 | 5.0% | 0.097 |
| GOTERM_MF_4 | GTPase binding | 3 | 1.2% | 0.097 |
| GOTERM_BP_4 | fluid transport | 2 | 0.8% | 0.098 |
| GOTERM_MF_4 | guanyl-nucleotide exchange factor activity | 4 | 1.5% | 0.098 |

# Supplementary material for: Prenatal Arsenic Exposure Alters Gene Expression in the Adult Liver to a Proinflammatory State Contributing to Accelerated Atherosclerosis
**Source:** PLoS One. 2012 Jun 15;7(6):e38713. doi: 10.1371/journal.pone.0038713
**Supplement:** Table S5 — Gene promoters of differentially expressed mRNAs that are targets of microRNAs suppressed in arsenic exposed PND1 mice were analyzed for transcription factor binding sites. A total of 64 unique Entrez gene IDs are gene targets of down regulated microRNA and appear in the gene list of differentially expressed mRNAs at PND1. A total 15 transcription factors are enriched for this gene set with a P-value <0.05.

**Table S5: Transcription factor binding sites enriched in gene promoters of differentially expressed mRNAs that are targets of microRNAs suppressed in arsenic exposed PND1 mice**

| **Transcription Factor** | **Number of Genes** | **P-Value** | **Enrichment Factor** |
| --- | --- | --- | --- |
| **M00649[MAZ]** | 20 | 0.0090 | 1.876 |
| **M00731[Osf2]** | 11 | 0.0010 | 2.978 |
| **M00205[GR]** | 8 | 0.035 | 1.936 |
| **M01109[SZF1-1]** | 11 | 0.011 | 1.908 |
| **M00490[Bach2]** | 10 | 0.046 | 1.977 |
| **M00339[c-Ets-1]** | 12 | 0.046 | 1.565 |
| **M00395[HOXA3]** | 6 | 0.0060 | 2.271 |
| **M00467[Roaz]** | 10 | 0.0030 | 2.265 |
| **M01033[HNF4]** | 34 | 0.015 | 1.299 |
| **M00678[Tel-2]** | 9 | 0.012 | 1.738 |
| **M01119[KAISO]** | 8 | 0.036 | 1.92 |
| **M00721[CACCC-binding_factor]** | 15 | 0.03 | 1.788 |
| **M00025[Elk-1]** | 14 | 0.031 | 1.582 |
| **M00441[GBF]** | 9 | 0.033 | 1.691 |
| **M00088[Ik-3]** | 9 | 0.023 | 2.338 |

# Supplementary material for: Prenatal Arsenic Exposure Alters Gene Expression in the Adult Liver to a Proinflammatory State Contributing to Accelerated Atherosclerosis
**Source:** PLoS One. 2012 Jun 15;7(6):e38713. doi: 10.1371/journal.pone.0038713
**Supplement:** Table S6 — Gene promoters of differentially expressed mRNAs that are targets of microRNAs either induced or suppressed in arsenic exposed PND1 mice were analyzed for transcription factor binding sites. A total of 101 unique Entrez gene IDs are gene targets of up or down regulated microRNA and appear in the gene list of differentially expressed mRNAs at PND1. A total 17 transcription factors are enriched for this gene set with a P-value <0.05.

**Table S6: Transcription factor binding sites enriched in gene promoters of differentially expressed mRNAs that are targets of microRNAs either induced or suppressed in arsenic exposed PND1 mice**

| **Transcription Factor** | **Number of Genes** | **P-Value** | **Enrichment Factor** |
| --- | --- | --- | --- |
| **M01045[AP-2alphaA]** | 18 | 0.042 | 1.731 |
| **M00649[MAZ]** | 28 | 0.003 | 1.72 |
| **M00731[Osf2]** | 13 | 0.006 | 2.304 |
| **M00976[AHRHIF]** | 27 | 0.009 | 1.556 |
| **M00205[GR]** | 11 | 0.040 | 1.743 |
| **M01109[SZF1-1]** | 14 | 0.031 | 1.59 |
| **M00490[Bach2]** | 17 | 0.004 | 2.2 |
| **M00395[HOXA3]** | 8 | 0.009 | 1.982 |
| **M00467[Roaz]** | 12 | 0.007 | 1.779 |
| **M00076[GATA-2]** | 13 | 0.021 | 2.012 |
| **M01033[HNF4]** | 47 | 0.022 | 1.176 |
| **M00797[HIF-1]** | 28 | 0.031 | 1.547 |
| **M00678[Tel-2]** | 12 | 0.027 | 1.517 |
| **M00172[AP-1]** | 15 | 0.009 | 1.826 |
| **M00652[Nrf-1]** | 28 | 0.036 | 1.377 |
| **M00484[Ncx]** | 12 | 0.042 | 1.859 |
| **M00378[Pax-4]** | 21 | 0.046 | 1.343 |

# Supplementary material for: Prenatal Arsenic Exposure Alters Gene Expression in the Adult Liver to a Proinflammatory State Contributing to Accelerated Atherosclerosis
**Source:** PLoS One. 2012 Jun 15;7(6):e38713. doi: 10.1371/journal.pone.0038713
**Supplement:** Table S7 — Gene promoters of differentially expressed mRNAs that are targets of microRNAs both induced and suppressed in arsenic exposed PND1 mice were analyzed for transcription factor binding sites. A total of 12 unique Entrez gene IDs are gene targets of both up AND down regulated microRNA and appear in the gene list of differentially expressed mRNAs at PND1. A total 11 transcription factors are enriched for this gene set with a P-value <0.05.

**Table S7: Transcription factor binding sites enriched in gene promoters of differentially expressed mRNAs that are targets of microRNAs both induced and suppressed in arsenic exposed PND1 mice**

| **Transcription Factor** | **Number of Genes** | **P-Value** | **Enrichment Factor** |
| --- | --- | --- | --- |
| **M00731[Osf2]** | 3 | 0.041 | 4.06 |
| **M00271[AML-1a]** | 9 | 0.028 | 1.878 |
| **M01109[SZF1-1]** | 3 | 0.038 | 2.602 |
| **M00395[HOXA3]** | 2 | 0.017 | 3.785 |
| **M00394[Msx-1]** | 3 | 0.039 | 4.167 |
| **M00678[Tel-2]** | 4 | 0.028 | 3.863 |
| **M00172[AP-1]** | 5 | 0.001 | 4.648 |
| **M00052[NF-kappaB_(p65)]** | 3 | 0.030 | 4.88 |
| **M00453[IRF-7]** | 4 | 0.036 | 3.534 |
| **M00086[Ik-1]** | 3 | 0.007 | 4.167 |
| **M00322[c-Myc:Max]** | 5 | 0.035 | 2.201 |

# Supplementary material for: Prenatal Arsenic Exposure Alters Gene Expression in the Adult Liver to a Proinflammatory State Contributing to Accelerated Atherosclerosis
**Source:** PLoS One. 2012 Jun 15;7(6):e38713. doi: 10.1371/journal.pone.0038713
**Supplement:** Table S8 — Gene promoters of differentially expressed mRNAs that are targets of microRNAs induced in arsenic exposed PND1 mice were analyzed for transcription factor binding sites. A total of 49 unique Entrez gene IDs are gene targets of up regulated microRNA and appear in the gene list of differentially expressed mRNAs at PND1. A total 10 transcription factors are enriched for this gene set with a P-value <0.05.

**Table S8: Transcription factor binding sites enriched in gene promoters of differentially expressed mRNAs that are targets of microRNAs induced in arsenic exposed PND1 mice**

| **Transcription Factor** | **Number of Genes** | **P-Value** | **Enrichment Factor** |
| --- | --- | --- | --- |
| **M00976[AHRHIF]** | 14 | 0.028 | 1.694 |
| **M00641[HSF]** | 8 | 0.012 | 2.009 |
| **M00490[Bach2]** | 10 | 0.0070 | 2.718 |
| **M00706[TFII-I]** | 11 | 0.017 | 1.745 |
| **M00395[HOXA3]** | 4 | 0.049 | 2.081 |
| **M00514[ATF4]** | 9 | 0.037 | 1.695 |
| **M00172[AP-1]** | 11 | 4.98E-4 | 2.812 |
| **M00652[Nrf-1]** | 14 | 0.034 | 1.446 |
| **M00484[Ncx]** | 8 | 0.017 | 2.602 |
| **M00453[IRF-7]** | 9 | 0.015 | 2.186 |

# Supplementary material for: Prenatal Arsenic Exposure Alters Gene Expression in the Adult Liver to a Proinflammatory State Contributing to Accelerated Atherosclerosis
**Source:** PLoS One. 2012 Jun 15;7(6):e38713. doi: 10.1371/journal.pone.0038713
**Supplement:** Table S9 — Gene promoters of differentially expressed mRNAs that are targets of microRNAs induced in arsenic exposed PND70 mice were analyzed for transcription factor binding sites. A total of 33 unique Entrez gene IDs are gene targets of up regulated microRNA and appear in the gene list of differentially expressed mRNAs at PND70. A total 13 transcription factors are enriched for this gene set with a P-value <0.05.

**Table S9: Transcription factor binding sites enriched in gene promoters of differentially expressed mRNAs that are targets of microRNAs induced in arsenic exposed PND70 mice**

| **Transcription Factor** | **Number of Genes** | **P-Value** | **Enrichment Factor** |
| --- | --- | --- | --- |
| **M01045[AP-2alphaA]** | 12 | 6.69E-4 | 3.029 |
| **M00801[CREB]** | 7 | 0.014 | 1.797 |
| **M00492[STAT1]** | 7 | 0.036 | 2.482 |
| **M00805[LEF1]** | 20 | 0.024 | 1.323 |
| **M00641[HSF]** | 8 | 0.023 | 2.512 |
| **M00056[myogenin_/_NF-1]** | 6 | 0.033 | 2.071 |
| **M00626[RFX1_(EF-C)]** | 9 | 0.0090 | 2.726 |
| **M00940[E2F-1]** | 7 | 0.029 | 2.23 |
| **M00161[Oct-1]** | 7 | 0.035 | 2.148 |
| **M00346[GATA-1]** | 6 | 0.013 | 3.383 |
| **M00033[p300]** | 6 | 0.042 | 2.011 |
| **M00017[ATF]** | 11 | 0.014 | 2.061 |
| **M00803[E2F]** | 25 | 7.26E-4 | 2.151 |

# Supplementary material for: Prenatal Arsenic Exposure Alters Gene Expression in the Adult Liver to a Proinflammatory State Contributing to Accelerated Atherosclerosis
**Source:** PLoS One. 2012 Jun 15;7(6):e38713. doi: 10.1371/journal.pone.0038713
**Supplement:** Table S10 — Gene promoters of differentially expressed mRNAs that are targets of microRNAs suppressed in arsenic exposed PND70 mice were analyzed for transcription factor binding sites. A total of 124 unique entrez gene IDs are gene targets of down regulated miRNA and appear in the gene list of differentially expressed mRNAs at PND70. A total 21 transcription factors are enriched for this gene set.with a P-value <0.05.

**Table S10: Transcription factor binding sites enriched in gene promoters of differentially expressed mRNAs that are targets of microRNAs suppressed in arsenic exposed PND70 mice**

| **Transcription Factor** | **# of Genes** | **P-Value** | **Enrichment Factor** |
| --- | --- | --- | --- |
| **M00403[aMEF-2]** | 17 | 0.041 | 1.741 |
| **M00055[N-Myc]** | 26 | 0.019 | 1.53 |
| **M00801[CREB]** | 18 | 0.047 | 1.344 |
| **M00695[ETF]** | 40 | 0.012 | 1.43 |
| **M00189[AP-2]** | 44 | 0.038 | 1.357 |
| **M00056[myogenin_/_NF-1]** | 15 | 0.019 | 1.506 |
| **M00626[RFX1_(EF-C)]** | 19 | 0.037 | 1.674 |
| **M00062[IRF-1]** | 18 | 0.038 | 1.574 |
| **M00940[E2F-1]** | 19 | 0.0060 | 1.761 |
| **M00938[E2F-1]** | 40 | 2.99E-4 | 1.497 |
| **M00341[GABP]** | 27 | 0.034 | 1.277 |
| **M00326[Pax-1]** | 11 | 0.04 | 1.679 |
| **M00652[Nrf-1]** | 38 | 0.015 | 1.428 |
| **M00430[E2F-1]** | 13 | 0.0030 | 1.447 |
| **M00128[GATA-1]** | 15 | 0.0010 | 2.279 |
| **M00033[p300]** | 19 | 0.0040 | 1.853 |
| **M00025[Elk-1]** | 23 | 0.015 | 1.3 |
| **M00223[STATx]** | 14 | 0.04 | 1.646 |
| **M00803[E2F]** | 58 | 0.0040 | 1.452 |
| **M00441[GBF]** | 15 | 0.045 | 1.409 |
| **M00287[NF-Y]** | 31 | 5.55E-4 | 1.511 |

# Supplementary material for: Prenatal Arsenic Exposure Alters Gene Expression in the Adult Liver to a Proinflammatory State Contributing to Accelerated Atherosclerosis
**Source:** PLoS One. 2012 Jun 15;7(6):e38713. doi: 10.1371/journal.pone.0038713
**Supplement:** Table S11 — Gene promoters of differentially expressed mRNAs that are targets of microRNAs either induced or suppressed in arsenic exposed PND70 mice were analyzed for transcription factor binding sites. A total of 135 unique entrez gene IDs are gene targets of up OR down regulated miRNA and appear in the gene list of differentially expressed mRNAs at PND70. A total 28 transcription factors are enriched for this gene set.with a P-value <0.05.

**Table S11: Transcription factor binding sites enriched in gene promoters of differentially expressed mRNAs that are targets of microRNAs either induced or suppressed in arsenic exposed PND70 mice**

| **Transcription Factor** | **Number of Genes** | **P-Value** | **Enrichment Factor** |
| --- | --- | --- | --- |
| **M00055[N-Myc]** | 29 | 0.013 | 1.565 |
| **M01045[AP-2alphaA]** | 23 | 0.0090 | 1.548 |
| **M00801[CREB]** | 21 | 0.015 | 1.438 |
| **M00492[STAT1]** | 19 | 0.023 | 1.796 |
| **M00446[Spz1]** | 23 | 0.034 | 1.587 |
| **M00976[AHRHIF]** | 31 | 0.045 | 1.25 |
| **M00915[AP-2]** | 44 | 0.027 | 1.318 |
| **M00695[ETF]** | 44 | 0.0050 | 1.442 |
| **M00189[AP-2]** | 51 | 0.022 | 1.442 |
| **M00224[STAT1]** | 16 | 0.044 | 1.716 |
| **M00056[myogenin_/_NF-1]** | 16 | 0.022 | 1.472 |
| **M00626[RFX1_(EF-C)]** | 22 | 0.015 | 1.776 |
| **M00062[IRF-1]** | 20 | 0.027 | 1.603 |
| **M00940[E2F-1]** | 22 | 0.0020 | 1.869 |
| **M00938[E2F-1]** | 43 | 3.31E-4 | 1.475 |
| **M00341[GABP]** | 29 | 0.043 | 1.257 |
| **M00139[AhR]** | 26 | 0.039 | 1.448 |
| **M00326[Pax-1]** | 12 | 0.035 | 1.679 |
| **M00778[AhR]** | 30 | 0.015 | 1.677 |
| **M00652[Nrf-1]** | 41 | 0.011 | 1.412 |
| **M00430[E2F-1]** | 14 | 0.0030 | 1.428 |
| **M00800[AP-2]** | 44 | 0.049 | 1.304 |
| **M00128[GATA-1]** | 16 | 0.0010 | 2.228 |
| **M00033[p300]** | 20 | 0.0020 | 1.788 |
| **M00025[Elk-1]** | 24 | 0.026 | 1.243 |
| **M00803[E2F]** | 66 | 0.0010 | 1.514 |
| **M00441[GBF]** | 17 | 0.031 | 1.464 |
| **M00287[NF-Y]** | 33 | 6.2E-4 | 1.474 |

# Supplementary material for: Prenatal Arsenic Exposure Alters Gene Expression in the Adult Liver to a Proinflammatory State Contributing to Accelerated Atherosclerosis
**Source:** PLoS One. 2012 Jun 15;7(6):e38713. doi: 10.1371/journal.pone.0038713
**Supplement:** Table S12 — Gene promoters of differentially expressed mRNAs that are targets of microRNAs both induced and suppressed in arsenic exposed PND70 mice were analyzed for transcription factor binding sites. A total of 22 unique entrez gene IDs are gene targets of BOTH up AND down regulated miRNA and appear in the gene list of differentially expressed mRNAs at PND70. A total 9 transcription factors are enriched for this gene set.with a P-value <0.05.

**Table S12: Transcription factor binding sites enriched in gene promoters of differentially expressed mRNAs that are targets of microRNAs both induced and suppressed in arsenic exposed PND70 mice**

| **Transcription Factor** | **Number of Genes** | **P-Value** | **Enrichment Factor** |
| --- | --- | --- | --- |
| **M01045[AP-2alphaA]** | 6 | 0.033 | 2.203 |
| **M00733[SMAD-4]** | 5 | 0.035 | 2.268 |
| **M00805[LEF1]** | 13 | 0.023 | 1.251 |
| **M00641[HSF]** | 6 | 0.032 | 2.74 |
| **M00056[myogenin_/_NF-1]** | 5 | 0.018 | 2.51 |
| **M00626[RFX1_(EF-C)]** | 6 | 0.036 | 2.643 |
| **M00346[GATA-1]** | 4 | 0.043 | 3.28 |
| **M00017[ATF]** | 7 | 0.035 | 1.908 |
| **M00803[E2F]** | 17 | 0.0020 | 2.128 |

How the deposited data were processed for this re-analysis (not part of the article)

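Total liver RNA of ApoE-knockout mice was measured on 15 arrays, 3 in each of 5 groups, PND1 control, PND1 arsenic, PND70 control, PND70 arsenic and mice given arsenic in drinking water after weaning and examined at 10 weeks. The paper describes the first 4 groups, with 49 ppm arsenic given to the dams from gestational day 8 to birth and each mouse from a separate litter. The postweaning group is shown in the plot of array signals and otherwise enters only the closing observations. Samples were grouped by their labels and the paper.

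The authors hybridized each liver RNA (Cy3) with a mouse reference RNA (Cy5), scanned the arrays and deposited the output of Feature Extraction A.7.5.1. The deposited intensity values are mean and background signals of each spot in each dye on a linear scale, with no normalization between arrays. The deposited log10 ratio is red over green after the scanner software's own background and dye corrections, and its sign was turned to give liver over reference. The authors' quantile normalization, log2 transformation and lowess smoothing are described in the methods, are not part of these values, and were repeated here. The mean-centring that the methods also name was not applied as a step of its own, and the background correction below is an addition.

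From the intensity values, normexp background correction with an offset of 50 was applied to all spots, each channel was quantile normalized across arrays, log2 of Cy3 over Cy5 was taken, and a loess curve with a span of 0.3 was removed within each array. The 1942 positive and 314 negative control spots were dropped, outlier spots (8 to 35 per array at PND70 and 94 to 172 at PND1) were set missing, saturated spots were kept, and spots of one probe were averaged to 42006 probes. No pair of arrays shared more than 0.0428% identical Cy3 signals, and each array was used as a separate sample. A model with one mean per group was fitted with limma 3.58.1 in R 4.3.3 to the 12 arrays of the paper's groups, with 8 residual and 3.09 prior degrees of freedom, and to all 15 arrays for the postweaning comparison. Contrasts were arsenic against control at each age, their difference, and PND70 against PND1. Probes were called at an unadjusted p of 0.01, the methods' threshold read as unadjusted, and at a Benjamini-Hochberg adjusted p of 0.05. The probes named are those with the smallest p in each direction at each age among probes whose 2 groups do not overlap. The rule set before the data were examined named genes, which the files do not pair with probes, so it was narrowed to these 4 probes, and genes changed at both ages became probes changed at both ages.

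The fits were tested on simulated data for the PND1 comparison. Of 200 probes changed by 1 on the log2 scale among 42006, 198 were called with the right sign and 187 passed the adjustment, with 9 unchanged probes. Noise was drawn independently for each probe and array, so differences shared by many probes of an array were not simulated. A shift of 1 is larger than most changes called here (median 0.37 at PND1), so recovery of the smaller changes was not tested. When the Cy3 signals of 200 brighter probes were multiplied by 4, the median shift recovered was 1.95.

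The replicate numbers were checked for pairing. At PND70, control and prenatally exposed arrays with the same number deviated together from their group means, with correlations across probes of 0.375, 0.160 and 0.159. At PND1 they did not (-0.341, -0.087 and -0.293). Neither the labels nor the paper give the numbers a meaning. The arrays of each age were extracted on a single day of their own and each lay on its own slide, so that neither day nor slide could be entered as a block.

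The alternatives were another background treatment, 4 other normalizations including the liver channel alone, filters on dim probes, the methods' two-way model with unmoderated variances, fits to the compared groups or to all arrays, a replicate block, array weights, an adjusted threshold and each array left out in turn. The liver channel alone was the scanner software's processed Cy3 signal scaled to each array's upper quartile, without the normexp, quantile and loess steps. Tests of 7 gene lists, genes named in the paper and a covariate of sex-linked transcripts were planned and left out because they need gene names. The microRNA arrays were not analysed here.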

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

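The results here were singled out by rules set in advance, a difference between the ages in the effect of arsenic and a signal in samples the paper does not report. The tests reported in this part were written before their results were seen, except the count of assignments by adjusted calls, which was added after.

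The effect of prenatal arsenic differed between PND1 and PND70 for 2 probes after adjustment (limma, interaction of exposure and age), and for 1177 probes at the unadjusted threshold. When exposure was reassigned to the arrays within each age, 12 of 100 assignments, the real one included, gave as many probes at the unadjusted threshold, so chance is not excluded for the count. For the adjusted calls, 27 of 100 assignments gave 2 or more, up to 714, so chance is not excluded for these either. Neither adjusted call held with the replicate number as a block or with the quantile step left out (0 each). The count was also 0 under the methods' two-way model with unmoderated variances, with no background subtraction and with the liver channel alone, although another fit of that channel gave 42. It was 0 too when any single PND70 arsenic array was left out. Over all alternatives the number of adjusted calls lay between 0 and 448, the highest without PND1 arsenic replicate 1. The direction of the interaction calls also changed, from 71.5% towards higher expression in exposed mice to 39.8% with the liver channel alone, and to 47.4% without PND70 control replicate 1. A difference in the response of newborn and adult liver stays open as a biological explanation and was not tested on other samples. Extraction day cannot add to the interaction by itself, since both groups of an age shared a day, but a difference between slides within a day stays open.

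In mice given arsenic after weaning, which the paper does not report on, 384 probes differed from PND70 controls after adjustment (limma, 365 higher and 19 lower), and 1920 at the unadjusted threshold. In the same fit of all 15 arrays, prenatal exposure gave 1 adjusted call. Of the 10 ways to divide these 6 arrays, 2 gave as many calls at the unadjusted threshold, the labelled one and one that joins control replicate 1 with postweaning replicates 1 and 3 (4996 probes, 3724 after adjustment). With 10 divisions chance cannot be excluded. Without control replicate 1 the count was 4110, with 1323 adjusted calls and 42.4% of the probes higher in place of 85.6%, and without postweaning replicate 3 it was 1106, with 4. The 384 adjusted calls fell to 0 when only the 2 compared groups were fitted, to 3 when ratios were quantile normalized after loess and to 89 under the two-way model with unmoderated variances, and they rose to 5295 with array weights.

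The prenatal and postweaning effects at PND70 correlated across probes with r = 0.622, and all 618 probes called in both changed in the same direction. Sharing the control arrays gives such a correlation with no effect, 0.510 in simulated unchanged groups. With different control arrays behind each effect, r was 0.218, and 11 of 100 regroupings of the 9 arrays reached it, so the shared controls are a candidate explanation for the resemblance. A response common to both exposures stays open. Between the exposed groups themselves, 715 probes differed at the unadjusted threshold and 2 after adjustment.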

How the results depend on the processing

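All alternatives were set before the data were examined except the filter on negative controls and the removal of intensity trends within age, which were chosen after seeing the data. A count is called stable here when it stayed within 1.5 times its value.

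The count of life stage probes in control mice (18488) was stable under all 19 alternatives that could change it, from 15415 to 21381. The PND1 count (1066) was stable under 15 of 19, and the PND70 count (1370) under 10 of 19. The probes called at both ages (53) were stable under 12 of 25, the interaction (1177) under 16 of 24 and the postweaning count (1920) under 11 of 18.

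With the adjusted threshold in place of the unadjusted one, the counts were 1 at PND1, 0 at PND70, 0 at both ages, 2 for the interaction and 384 for postweaning arsenic. Array weights gave 7074 probes at PND70 (6248 after adjustment), 153 at both ages, 2643 for the interaction and 6485 for postweaning arsenic, and PND70 control replicate 1 received the lowest weight (0.275). Loess followed by quantile normalization of ratios gave 490 at PND70, 24 at both ages and 928 for postweaning arsenic. The scanner software's log ratio gave 886 at PND70, and loess alone gave 31 at both ages. The liver channel alone gave 2015 for the interaction and 3333 for postweaning arsenic. Fitting only the compared groups gave 397 at PND1 and 32 at both ages. Removing intensity trends gave 27 at both ages. Apart from the threshold, the cause was not tested.

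With each array left out in turn, the PND1 count ranged from 657 (without arsenic replicate 3) to 2939 (without arsenic replicate 1), and the PND70 count from 620 (without arsenic replicate 2) to 4191 (without control replicate 1). The count at both ages ranged from 20 to 274, the interaction from 740 (without PND70 control replicate 2) to 2738 (without PND70 control replicate 1), life stage from 15415 to 19194 and postweaning arsenic from 1106 to 4110. The share of variance on the first component (83.4%) ranged from 74.4% to 90.6%, and was 88.0% with no background subtraction. For signatures chosen under reassigned exposure its median was 83.6%. The 4 named probes kept their direction under the 13 alternatives counted for each, and their side of the unadjusted threshold except Z00023335-1 with the liver channel alone (0.31, unadjusted p = 0.0606 from limma).

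The share of called probes that were higher in exposed mice changed with the scaling and with a single array. Without PND70 control replicate 1 it was 42.9% at PND70, 42.4% for postweaning arsenic and 47.4% for the interaction. At PND70 it was 82.4%, and 73.2% with no background subtraction, 72.9% with loess alone, 53.9% with loess then quantile normalization, 69.8% with the scanner software's log ratio and 18.6% with the liver channel alone. It was 46.8% after intensity trends were removed and 56.2% with array weights. At PND1 it fell from 59.8% to 24.1% with the liver channel alone. It was 44.3% at PND1 without PND1 control replicate 1, 67.3% without PND1 arsenic replicate 1 and 50.4% when only the compared groups were fitted. For postweaning arsenic it was 85.6%, 75.3% with no background subtraction, 64.2% with loess then quantile normalization, 37.6% with the liver channel alone and 58.9% after intensity trends were removed. For the interaction it was 71.5%, 58.2% with loess then quantile normalization, 39.8% with the liver channel alone and 59.4% after intensity trends were removed.

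With the replicate number as a block, the counts were 1132 at PND1, 1293 at PND70, 67 at both ages, 1158 for the interaction, 17962 for life stage and 1820 for postweaning arsenic. The block removed the 2 adjusted interaction calls and changed no other call by over 1.5 times. This block gave each number a single effect shared by both ages. At PND1 the numbers do not pair the arrays. Same-numbered arrays of different ages were nearly unrelated (r of deviations from -0.083 to 0.105). The block therefore does not test a pairing within PND70, and a block within PND70 alone was not fitted. Of postweaning and control arrays with the same number, the correlations of deviations were 0.091, 0.506 and -0.259.

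The scanner software marked nearly every spot as well above background in Cy3, including at least 96.5% of negative controls on each array, so the planned filter removed no probe, tests nothing and is left out of the counts of alternatives. The filter on negative controls kept 39919 probes and gave 1019 at PND1 and 1352 at PND70. The tests of gene lists, genes by name, a sex-linked covariate, and day or slide as a block were not run, nor were a fit of the compared groups for the interaction and a fit of all arrays for postweaning arsenic, whose comparison already uses them.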

Differences from the paper's values

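At PND70, 1370 probes passed the unadjusted threshold here, and the paper's count is 763. Of the 17 alternatives set before the data were examined that could change it, 7 gave a count within 1.5 times the paper's. These were loess without quantile normalization (974), the scanner software's log ratio (886), and leaving out PND70 control replicate 2 (739), control replicate 3 (633), arsenic replicate 1 (1077), arsenic replicate 2 (620) or arsenic replicate 3 (848). The other 10 did not, namely the methods' two-way model with unmoderated variances (1225), loess then quantile normalization of ratios (490), no background subtraction (1322), the liver channel alone (1616), only the compared groups (2044), all arrays (1521), the replicate block (1293), array weights (7074), the adjusted threshold (0) and leaving out PND70 control replicate 1 (4191). The removal of intensity trends within age, chosen after seeing the values, gave 967.

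The paper places treatment second among the sources of variance in the signature. In the 53 probes called here, the second component (8.88% of the variance) separated exposed from control mice in opposite directions at the 2 ages. The main effect of exposure accounted for 0.007% of it and age for 0.42%, but the groups of age and exposure together for 92.6%. It therefore followed exposure within each age, and differs from the paper's order only if treatment means a shift the same way at both ages. The third (5.21%) followed exposure in the same direction at both ages.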

Other observations

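Tests chosen only after the result was seen are those of the PND1 and PND70 calls against other divisions of the arrays, extraction day, the exchange of labels, developmental stage and the probes at 2 levels. The intensity trend was removed as an added alternative. The readings of the reference channel at PND1 and PND70 and of developmental stage were weakened after their results were seen.

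At PND1 another division of the 6 arrays gave more calls than the labelled one. The labelled division (1066 probes) was reached or passed by 2 of 10, itself included. The other joins control replicate 1 with arsenic replicates 2 and 3, and gave 2983 probes at the unadjusted threshold and 1400 after adjustment (limma). Under 0 of 6 normalizations did the labelled division give more calls, which argues against the choice of normalization as the cause. In the reference channel, where every array carries the same RNA, that division ranked 2 of 10 by unadjusted calls (2636), yet it had the most adjusted calls (575). A hybridization difference between arrays therefore cannot be told apart from a difference between livers. The rule written for this test counted only a rank of 1 in favour, and this weaker reading was taken after the result was seen. PND1 arsenic replicate 1 correlated more with the control than with its own group (mean r of deviations 0.196 against -0.398). An exchange with control replicate 1 would need that array to be out of place too, and its difference between groups was 0.022, so the test does not settle an exchange, and a single wrong label or an unusual liver stays open. The first component of the 6 arrays correlated with the change from PND1 to PND70 across probes with an absolute r of 0.147, more than the other components (at most 0.082). The difference of that division itself correlated with this change with r = -0.134, against 0.126 for the labelled division and 0.154 for another, so the relation is not special to it, and a difference in developmental stage between newborn livers stays open.

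At PND70 the labelled division (1370 probes) was reached or passed by 2 of 10, itself included, the other joining control replicate 1 with arsenic replicates 1 and 2 (1756). Among the 4 divisions that part all same-numbered pairs, the labelled one gave the most, and the next gave 275. Chance cannot be excluded with 10 divisions in any comparison of exposed and control arrays at one age. For life stage in control mice the labelled division alone had as many calls, 1 of 10, which is the fewest that 10 divisions allow, so the count of divisions by itself cannot exclude chance. The other 9 gave at most 944 calls with 0 after adjustment, against 18488 and 21381 (limma) for the labelled one.

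The called PND70 probes were mostly higher in exposed mice (82.4%), and 897 of the 1129 higher probes were among the 8401 brightest. After each array's trend over intensity within age was removed, 46.8% were higher. That correction centres the arrays at every brightness, which nearly fixes this outcome and would also remove a real shift of abundant transcripts, so a residual intensity trend cannot be told apart from biology by it. The reference channel changed little for the probes called higher, with a median log2 change of 0.027 against 0.36 in the ratio, but those probes were chosen for being higher, so this does not address why few were lower. Without the reference 18.6% of the called probes were higher, and the calls in the reference channel itself were 109 higher and 1314 lower, so a part of the reference channel in the direction stays open. The liver channel alone also changed other processing steps. Another fit of that channel gave 23.5% higher at PND70 and 32.5% at PND1. For the calls at PND1, the reference channel contributed a median of 0.041 of 0.37 over both directions. Its median change was -0.099 for the probes called higher, whose ratio rose by 0.36, and the share of calls that were higher fell from 59.8% to 24.1% without the reference, so its part stays open there too. For the life stage calls it worked against the ratio (-0.146 against 0.58), in both directions, which argues against the reference channel as their cause.

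The reference channel nevertheless differed between exposed and control arrays at PND70 and between the ages. At PND1, 672 probes differed there with exposure and 0 after adjustment in limma, and another division of the arrays gave 2954. At PND70, 1423 probes differed in the reference channel between arrays of exposed and control mice (1314 lower with exposure, 96 after adjustment in limma), the most of the 10 divisions of these arrays, the next giving 466. Cy3 light in the Cy5 channel, competition of the liver RNA with the reference for the probes, and differences between hybridizations stay open and were not tested. Between the ages in control mice, 13240 probes differed in the reference channel at the unadjusted threshold, and of all probes 336 changed there by at least 1 on the log2 scale, against 4269 in the ratio. Because each age had its own extraction day, the design cannot separate day from age for changes of any size. The reference channel would not show a day effect on Cy3 alone.

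The overlap of 53 probes between the ages was reached by 6 of 100 reassignments of exposure within each age, the real one included, and its ratio to expectation (1.52) by 52 of 100, so chance is not excluded. Sharing one estimate of the spread between the ages is one way to raise an overlap. With each age fitted alone the ratio was 1.66, which argues against it as the whole cause. The ratio was 2.82 under the methods' two-way model with unmoderated variances, which also shares the spread, so a part of it stays open. With array weights the ratio was 0.835 and without PND70 control replicate 1 it was 0.981, so the excess itself was absent under some alternatives.

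The exposure components of these probes were tested against the selection of the probes. For 31 assignments, the real one included, at least 10 of the probes called at both ages had a value on every array, and in 12 of the 31 the assigned groups accounted for as much of components 2 and 3 as the labelled groups did (91.4%). The median over the other 30 was 89.1%. Selecting probes on the same arrays is therefore a candidate explanation for the separation by exposure in such a plot, and a biological effect of exposure stays open.

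At PND1 some probes were at 2 levels, at least 1 log2 unit apart with no array between, along divisions of the 6 arrays that do not follow exposure. The division that joins control replicate 1 with arsenic replicates 2 and 3, which gave the 2983 calls, had 21 such probes lower and 4 higher in these 3 arrays. Another division had 5, and 1 probe followed exposure. At PND70, 3 such probes followed exposure and another division had 1. The division joining PND70 control replicate 1 with arsenic replicates 1 and 3 had 2 higher and 2 lower. The division with the most, 39 probes at PND1, was chosen for the tests after this was seen, and the other probes were not tested. All 39 were lower in control replicates 1 and 3 and arsenic replicate 2, and 0 were higher there. The median log2 ratio of the 39 was 2.01 in control replicate 2, 1.72 in arsenic replicate 1 and 2.11 in arsenic replicate 3, and -0.05, -0.09 and -0.14 in control replicates 1 and 3 and arsenic replicate 2. On the 9 PND70 arrays it lay between -0.18 and -0.09. The step was 1.78 in the liver channel and 0.231 in the reference channel, which argues against the reference RNA. The 39 probes were not clustered on the slide, since 67.9% of 1000 random sets of probes lay as close together, which argues against a local defect. A mixture with another tissue, sex and a variant between litters stay open and were not tested, because the probes were not paired with genes here.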
